# Single-cell RNA sequencing reveals recruitment of the M2-like CCL8^high^ macrophages in Lewis lung carcinoma-bearing mice following hypofractionated radiotherapy

**DOI:** 10.1186/s12967-024-05118-6

**Published:** 2024-03-25

**Authors:** Haonan Yang, Zheng Lei, Jiang He, Lu Zhang, Tangmin Lai, Liu Zhou, Nuohan Wang, Zheng Tang, Jiangdong Sui, Yongzhong Wu

**Keywords:** Hypofractionated radiotherapy, Macrophages, Chemokines, CCL8, CCL signaling pathway

## Abstract

**Background:**

Tumor-associated macrophages (TAMs) play a pivotal role in reshaping the tumor microenvironment following radiotherapy. The mechanisms underlying this reprogramming process remain to be elucidated.

**Methods:**

Subcutaneous Lewis lung carcinoma (LLC) murine model was treated with hypofrationated radiotherapy (8 Gy × 3F). Single-cell RNA sequencing was utilized to identify subclusters and functions of TAMs. Multiplex assay and enzyme-linked immunosorbent assay (ELISA) were employed to measure serum chemokine levels. Bindarit was used to inhibit CCL8, CCL7, and CCL2. The infiltration of TAMs after combination treatment with hypofractionated radiotherapy and Bindarit was quantified with flow cytometry, while the influx of CD206 and CCL8 was assessed by immunostaining.

**Results:**

Transcriptome analysis identified a distinct subset of M2-like macrophages characterized by elevated Ccl8 expression level following hypofractionated radiotherapy in LLC-bearing mice. Remarkbly, hypofractionated radiotherapy not only promoted CCL8^high^ macrophages infiltration but also reprogrammed them by upregulating immunosuppressive genes, thereby fostering an immunosuppressive tumor microenvironment. Additioinally, hypofractionated radiotherapy enhanced the CCL signaling pathway, augmenting the pro-tumorigenic functions of CCL8^high^ macrophages and boosting TAMs recruitment. The adjunctive treatment combining hypofractionated radiotherapy with Bindarit effectively reduced M2 macrophages infiltration and prolonged the duration of local tumor control.

**Conclusions:**

Hypofractionated radiotherapy enhances the infiltration of CCL8^high^ macrophages and amplifies their roles in macrophage recruitment through the CCL signaling pathway, leading to an immunosuppressive tumor microenvironment. These findings highlight the potential of targeting TAMs and introduces a novel combination to improve the efficacy of hypofractionated radiotherapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05118-6.

## Background

Radiation therapy is an important modality for cancer treatment. In the case of non-small cell lung cancer (NSCLC), radiotherapy is the only treatment applicable to all TNM stages [1]. It is estimated that over 60% of NSCLC patients require radiotherapy during their treatment [2]. Hypofractionated radiotherapy, especially for the Stereotactic body radiation therapy (SBRT), is a precision treatment technique that targets the tumor while minimizing exposure to surrounding normal tissue. This allows for high-dose fractionated radiation, shortening treatment duration and improving therapeutic outcomes. Specifically, for inoperable early-stage NSCLC, hypofractionated radiotherapy significantly improves clinical outcomes compared to conventional radiotherapy and has become the current standard treatment protocol [3, 4]. Beyond its direct tumoricidal effects, hypofractionated radiotherapy also modulates immune response through various mechanisms including the release of tumor-associated antigens (neoantigens) and damage-associated molecular patterns (DAMPs), enhancement of antigen presentation, releasing of cytokines and chemokines for inflammatory response regulation, and promotion of T cell activation and infiltration [5–8]. However, hypofractionated radiotherapy also contributes to the recruitment of immunosuppressive cells such as FOXP3^+^ regulatory T cells (Tregs), tumor-associated neutrophils (TANs), tumor-associated macrophages (TAMS), and myeloid-derived suppressor cells (MDSCs) via a series of cytokines and chemokines, thereby inducing an immunosuppressive tumor microenvironment [9, 10]. In a recent phase 2 trial, the combination of SBRT with a PD-1 inhibitor markedly improved event-free survival in patients with early-stage NSCLC [4]. Together, it is crucial to investigate the mechanisms underlying the immunomodulatory effects of hypofractionated radiotherapy and to identify new therapeutic targets to improve treatment outcomes.

Tumor-associated macrophages are traditionally categorized into two phenotypes: M1 and M2. M1 macrophages are considered pro-inflammatory and play a role in inhibiting tumor growth, whereas M2 macrophages exhibit anti-inflammatory functions and are known to promote tumor progression [11, 12]. M2 TAMs form an important component of tumor immunosuppressive microenvironment [13, 14]. In the era of single-cell RNA sequencing, TAMs in NSCLC have been extensively studied. Wang et al. [15] reported that TAMs are more prevalent in the progression from normal lung tissue to stage IA LUAD. In end-stage LUAD, both primary tumors and brain metastases exhibit a significant enrichment of TAMs Furthermore, there is a gradual replacement of normal resident myeloid cells by monocyte-derived TAMs, creating an immunosuppressive microenvironment [16]. Corroborating these findings, tissue-resident macrophages have been implicated in promoting epithelial-mesenchymal transition and invasiveness in tumor cells, as well as in recruiting regulatory T cells during the early stages of lung cancer. These resident macrophages are not only supplanted by monocyte-derived macrophages but are also repositioned to the periphery of the TME as the tumor progresses [17]. Within the TAM subclusters, M2-like macrophages, with diminished antigen-presenting abilities, were predominantly found in early-stage LUAD tumors compared to matched adjacent and distal normal lung tissues [18]. In the case of lung squamous carcinoma (LUSC), macrophages expressing high levels of SPP1 constituted the main subtype of TAMs, a macrophage subcluster previously identified as angiogenesis promoters in various cancer types [19, 20]. Additionally, radiotherapy has been shown to promote the infiltration of TAMs into tumors which can attenuate the therapeutic efficacy of radiotherapy [5]. As a result, understanding the dynamics of TAMs in the context of radiotherapy and targeting TAMs to overcome this immunosuppressive effect is vital for enhancing treatment efficacy.

Chemokines are a group of cytokines that induce cell migration and participate in regulating inflammatory responses by binding to corresponding receptors. Based on the N-terminal cysteine residue sequence, chemokines are classified into four subtypes: CC, CXC, C, and CX3C, among which CC chemokines are further divided into 27 types. In the tumor microenvironment, CC chemokines mediate the infiltration and differentiation of immunosuppressive cells such as TAM, MDSC, TAN, Treg, and contribute to tumor immune evasion [21, 22]. Bioinformatics analysis of transcriptional profiles from LUAD patients in TCGA and GEO cohorts revealed that a predominant subset of these patients displayed an ‘inflamed’ immune phenotype. This phenotype is marked by the upregulation of various chemokine genes, such as CCL2, CCL5, CCL7, and CCL8. Moreover, this subtype with elevated expression of chemokine genes is associated with decreased survival rates [23]. Current research also finds that radiotherapy recruits immunosuppressive cells to reshape the tumor microenvironment, weakening anti-tumor immunity, with CC chemokines playing a significant role in this process [24]. Specifically, CCL2 (C–C motif ligand 2) is most clearly related to the post-radiotherapy immune microenvironment. It not only recruits immunosuppressive cells such as tumor-associated macrophages, myeloid-derived suppressor cells (MDSC) but also induces macrophage polarization and further secretion of cytokines [25, 26]. Unlike CCL2, the release of CCL5 by tumor cells not only promotes TAMs and MDSCs infiltration, participating in tumor metastasis [27],but also recruits CD8 + T cells to enhance adaptive immunity. This demonstrates its dual role in immune regulation [28]. CCL7 is reported to cause polarization of macrophage towards the M1 phenotypeand to induce radiation-induced lung injury [29]. Although it is established that CCL8 promotes tumor cell proliferation and migration, its role on the tumor microenvironment following radiotherapy are not yet fully understood [30, 31].

In the present study, we profiled early alterations of tumor microenvironment in a subcutaneous (s.c.) Lewis lung carcinoma (LLC) murine model following hypofractionated radiotherapy by performing single-cell RNA sequencing. We then identified a M2-like CCL8^high^ macrophage population which contributed to immune suppression. Moreover, hypofractionated radiotherapy promoted this specific macrophage population infiltration and reprogrammed TAMs through CCL signaling pathway. The CCL signals inhibitor, Bindarit, synergized with hypofractionated radiotherapy to extend local control in our s.c. LLC murine model.

## Methods

### Cell lines and drugs

Lewis lung carcinoma (LLC) cell line was purchased from the National Collection of Authenticated Cell Cultures, China. Cells were cultured at 37 °C humidified incubator with 5% CO_2_ in DMEM medium supplemented with 10% FBS and 100 units/ml penicillin and 0.1 mg/ml streptomycin. The cells were routinely tested to confirm the absence of Mycoplasma contamination and were cultured for a limited number of generations. The CCL8 inhibitor Bindarit (AF2838, MCE, Cat#: HY-B0498) was diluted in 10% DMSO, then 45% PEG300 (MCE, Cat#: HY-Y0873) and 45% Saline. Recombinant CCL8 protein was purchased from MCE (Cat. #: HY-P7771).

### Mice, in vivo studies, and treatments

Female C57BL/6N mice ages 6 to 8 weeks were purchased from Beijing Vital River Laboratory Animal Technology. All animal procedures followed the Guide for the Care and Use of Laboratory Animals. For the LLC xenograft tumor models, 1 × 10^6^ LLC cells in 100ul PBS were injected subcutaneously in the right flank of C57BL/6 mice. For radiotherapy, once tumors reached an average volume of 100 mm^3^, radiation was given on day 7–9 post-tumor cell injection with total dose 24 Gy in 3 fractions (8 Gy each fraction). For CC chemokines inhibitor, Bindarit was administered intraperitoneally 100 mg/kg daily from day 5 post-tumor injection and was continued for 7 days. Tumors were measured with a caliper and mice were euthanized when tumor volumes reached 1500 mm^3^. Weight was monitored three times a week.

### Cell preparation and single-cell RNA sequencing

Tumors were dissociated using Multi Tissue Dissociation Kit 2 (Miltenyi Biotec, Cat#: 130–110-203) according to manufacturer’s protocol. Debris and dead cells were removed (Miltenyi Cat#: 130–109-398/130–090-101). Fresh cells were resuspended at 1 × 10^6^ cells per ml in 1 × PBS and 0.04% bovine serum albumin. Single-cell RNA-Seq libraries were prepared using SeekOne MM Single Cell 3′ library preparation kit following the manufacturer’s instructions. Sequencing was performed on the Illumina NovaSeq 6000 with PE150 read length. The SeekOne Tools pipeline was used to process the cleaned reads and generated the transcript expression matrices. The schematic workflow for single-cell RNA sequencing was generated by using the Biorender software (www.biorender.com).

### Clustering scRNA-seq data and cell type annotation

All additional analyses were performed using R 4.3.0. Unsupervised clustering was performed by Seurat package [32] (version 4.3.0) and cells were integrated using the Harmony [33]. After that highly variable genes (HVGs) were selected for principle components analysis (PCA), and the top 30 significant principal components (PCs) were selected for Uniform Manifold Approximation and Projection (UMAP) and t-distributed stochastic neighbor embedding (tSNE) dimension reduction, and visualization of gene expression. Next, differentially expressed genes (DEGs) of each cell subcluster were identified by running the “FindAllMarkers” function of Seurat package. Final, cell types were annotated according to the expression level of the known canonical marker genes of certain cell types. Transcription factor activity analysis based on DEGs was conducted by using the DoRothEA regulatory network analysis [34].

### Enrichment analysis

DEGs which |logFC|> 0.5 and adjusted P value < 0.05 were selected for further analysis. The clusterProfiler package [35] was used to process GO and KEGG enrichment between macrophage subclusters with or without treatment. Gene set variation analysis of hallmark gene sets (MSigDB) for tumor subclusters was conducted using the GSVA [36].

### Pseudotime analysis

To analyze the gene characteristics of myeloid cells differentiation, pseudotime analysis was performed by monocle2 package [37]. The dpFeature method provided by the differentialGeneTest function was applied to find DEGs for pseudotime analysis. The function called plot_genes_in_pseudotime and plot_pseudotime_heatmap were applied for visualization.

### Cellchat analysis

To explore cell–cell communication between tumor cells and myeloid cells, the Cellchat package [38] was first used to calculate the communication probability of control and IR group separately. Then comparison analysis was applied with the mergeCellChat function to identify the upregulated and downregulated signals in IR group.

### TCGA data analysis

The TCGAbiolinks package was used to download the expression data of TCGA. For the gene signature, we used the three marker genes Ccl8, C1qb, and Fth1. The survival analysis was conducted in accordance with the methods reported by Cheng et al. in their study [20].

### Flow cytometry analysis

Tumors were collected 3 days after last radiation fraction then were dissociated in DMEM supplemented with 1 mg/ml Collagenase IV (Solarbio) and 1 μl/ml DNase I (Solarbio) at 37 °C for one hour. Single-cell suspensions were collected after filtering digested tissues with 40-um filter and washed with PBS supplemented with 2% FBS. Subsequently, cell surface and intracellular markers were stained with the following fluorochrome-conjugated antibodies: anti-CD45 BV421 (Cat#: 103,134), anti-CD11b PE (Cat#: 101,207), anti-F4/80 AF700 (Cat#: 123,129), anti-CD86 FITC (Cat#: 105,109), anti-CD206 APC (Cat#: 141,708), anti-CD4 BV510 (Cat#: 100,553), anti-CD8a AF700 (Cat#: 100,729) from Biolegend. For surface staining, all samples were stained with antibodies at 4 °C for 30 min; for intracellular staining, cells were fixed and permeabilized with BD Cytofix/Cytoperm (Cat#: 554,714) then stained according to the manufacturer’s instructions. Analysis of stained cells was performed using a CytoFlex cytometer (Beckman Coulter) and CytExpert software.

### Cytokine and chemokine assays

Blood of mice bearing LLC tumors were collected 3 days after last radiation fraction. Serum was diluted five times in PBS. Cytokines were quantified according to the manufacturer’s protocol (Luminex Mouse Discovery Assay, R&D Systems). CSF1, CCL2, CCL7, and CCL8 were further quantified by Elisa analysis according to manufacturer’s protocol (MEIMIAN, Cat#: MM-1025M1, MM-0082M1, MM-0084M1, and MM-0083M1).

### real-time qPCR

Cells were kept frozen (− 80 ℃) until mRNA extraction. The RNeasy kit and the cDNA Synthesis Kit (Takara, Cat#: 9767, RR047A) was used to extract total RNA and prepare cDNA following the manufacturer’s instructions. Real-Time qPCR was performed with BioRad PCR system. Primers for mouse Csf1 were 5′- TAGAAAGGATTCTATGCTGGG-3′ and reverse 5′- CTCTTTGGTTGAGAGTCTAAG-3′ (PrimerBank). They were purchased from Sangon Biotech (Shanghai, China).

### Immunostaining

Tissues were fixed with 4% paraformaldehyde for 72 h at 4 °C before being embedded. Immunostaining was performed using the multiplex immunohistochemistry kit from the AiFang biological (China, catalog Cat#: AFIHC035). The following primary antibodies were used: rabbit anti-F4/80 (AiFang biological, Cat#: SAF002), rabbit anti-CD206 (AiFang biological, Cat#: AF07082), rat anti-CCL8 (R&D, Cat#: MAB790). Nuclear staining was performed with DAPI. Images from the stained slides were scanned using the Digital Pathology Slide Scanner (KFBIO, China).

### Cell proliferation assay and colony formation assay

For proliferation assay and colony formation assay, the LLC cell line was treated with recombinant CCL8 (MedChemExpress, Cat#: HY-P7771) at 0, 5 ng/ml, 20 ng/ml. Then proliferation was assessed with a Cell Counting Kit-8 (Sigma-Aldrich, Cat#: 96,992) following manufacturer’s protocol. For colony formation assay, LLC cells were seeded into 6-well plates. The cell density for each cell was 500. After treating with recombinant CCL8 for 48 h, the culture medium was replaced by fresh DMEM. Cells were further incubated for another 7 days.

### Statistical analysis

Statistical analyses were conducted by R version 4.3.0 and GranphPad Prism 8.0. Multiple comparisons such as tumor growth curves were analyzed by two-way ANOVA. Violin plots comparing the gene expression level between two groups were analyzed by unpaired two-sided Wilcoxon test. Bar charts with mean value were analyzed by student’s t tests. P values less than 0.05 were considered statistically significant.

## Results

### Single-cell transcriptomic landscape of subcutaneous LLC tumors at early-stage following hypofractionated radiotherapy

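Cells from subcutaneous tumors of LLC (Lewis lung carcinoma, a mouse lung cancer line) were captured 72 h after radiation and read in 4 libraries. The radiotherapy (RT) group had 3 libraries, RT1, RT2 and RT3, each from 1 tumor that received 3 fractions of 8 Gy (24 Gy in total). The radiation naive control (NT) group had 1 library, made from 3 tumors pooled. The microwell kit counts messenger RNA molecules by unique molecular identifiers (UMIs), and the authors deposited the UMI counts of each gene in each cell barcode, as whole numbers without normalization. The deposited tables held 69667759 UMIs on 10141 barcodes for NT, 78585759 on 15346 for RT1, 108699844 on 14994 for RT2 and 85660188 on 15324 for RT3. The table of RT2 listed fewer genes than the others, by symbol alone, and no barcode above 11.95% mitochondrial UMIs, whereas the other tables gave Ensembl identifiers and reached 92.6% in NT, 91.5% in RT1 and 97.0% in RT3. All libraries were read over the genes that every table lists, and the genes left out held at most 0.00185% of the UMIs of a library. Cells were normalized to 10000 UMIs, log-transformed, reduced to 30 principal components of 2000 variable genes, integrated over the 4 libraries with a rewritten Harmony and clustered at resolution 0.8. Clusters were named by lists of marker genes, and many of the genes that the paper names and several lists that are compared between groups or populations were left out of the genes that built the sub-clusters. Gene levels are given in CPM, the UMI counts of a gene scaled to a common total of UMIs, with UMIs summed over all cells of a population within a library. With 1 library, the NT group has no replicates, so no test was made between NT and RT. Each library's value is given, RT as mean ± SD of the 3 libraries, and NT with a 95% interval for counting error only (exact Clopper-Pearson for shares, exact Poisson for UMI sums). Every RT library is compared with the same NT library, so an error in NT moves all 3 RT ratios together. In 20 simulated sets of Ccl8-high macrophages with no difference between groups, 60.2% of 10377 genes lay on 1 side of NT in all 3 RT libraries, against 66.7% in the data.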

To investigate early response of the tumor microenvironment (TME) in lung cancer treated with hypofractionated radiotherapy, single-cell RNA sequencing (scRNA-seq) was performed to 4 subcutaneous LLC tumors at 72 h following radiation (Fig. 1A). 

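Barcodes with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, since the paper's text names no thresholds. The filter kept 55058 of 55805 barcodes, with 45082 in the RT group (15029, 14993 and 15060 in RT1, RT2 and RT3) and 9976 in NT. Mitochondrial UMIs above 20% removed 165 barcodes from NT, 317 from RT1 and 264 from RT3, and none from RT2. The kept cells had a median of 5709 UMIs and 2129 genes in NT, and 3865, 5200.0 and 4158 UMIs in RT1, RT2 and RT3. The least deep barcode of each library held 499 or 500 UMIs.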

Applying established quality control methods, 54,883 cells were obtained, including 44,919 cells from the hypofractionated radiotherapy group (3 individual samples) and 9964 cells from control mice (3 samples mixed in 1)(6). 

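The 55058 cells formed 19 clusters at resolution 0.8. Of these, 17 were named by their markers as tumor cells, macrophages, monocytes, lymphocytes, neutrophils, fibroblasts, endothelial cells or dendritic cells, and a cluster took the class whose markers lay highest over the mean of clusters, if at least 3 of them lay above it. The 2 clusters left unnamed held cells with few UMIs and had no marker of their nearest class among their top 10 genes. The first lay nearest to tumor cells and held 9.11% of NT cells and 8.43% ± 0.60 (SD, n = 3) of RT cells, and the second lay nearest to macrophages and held 0.44% of NT cells and 1.12% ± 0.15 (SD, n = 3) of RT cells.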

All cells were divided into 21 clusters by running the Seurat pipeline, then we identified 8 populations, including tumors cells, macrophages, monocytes, T cells, neutrophils, fibroblasts, endothelial cells, and dendritic cells by applying canonical gene signatures and SingleR package (Fig. 1B, D). Marker genes of each cell type were shown by a dot plot (Fig. 1E). 

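Among the 10 genes that set each cluster apart were S100a8, S100a9 and Retnlg in neutrophils, Col1a1 and Col1a2 in fibroblasts, Pecam1, Cdh5 and Plvap in endothelial cells, Ccr7 and Ccl22 in 1 of the 2 dendritic cell clusters, Gzma, Gzmb and Nkg7 in lymphocytes, Chil3, Ly6c2 and Ccr2 in monocytes, and Folr2, C1qb and Mrc1 in a pair of macrophage clusters. Marker UMIs were also counted outside the cells they mark. Rhox5 (ENSMUSG00000095180, chromosome X 37804842 to 37808876 on GRCm38), a tumor marker, had 1058 CPM in tumor cells of NT and 1308, 1198 and 1181 CPM in those of RT1, RT2 and RT3. In macrophages it had 195 CPM in NT and 311, 258 and 373 CPM in RT1, RT2 and RT3. Free tumor RNA and barcodes with more than 1 cell were not told apart as its source.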

Tumor cells were further confirmed by applying the inferCNV analysis. 

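Gene positions were taken from the GRCm38 annotation, and expression was averaged over 31 windows of at least 100 neighboring genes each (3975 genes with at least 20 CPM), relative to macrophages and monocytes of the same library. Over these windows the log2 ratio of tumor cells had an SD of 0.186 in NT and of 0.168, 0.171 and 0.155 in RT1, RT2 and RT3. The tumor profiles of any 2 libraries correlated across windows with r between 0.987 and 0.9925, and neighboring genes are not independent replicates. Fibroblasts, which are not tumor cells, had an SD of 0.1199 in NT and of 0.0753, 0.0755 and 0.0768 in the RT libraries, and their profile correlated with that of tumor cells with r = -0.09. The lowest chromosome means in tumor cells were -0.33 on chromosome 14 and -0.31 on chromosome 7, and the highest were 0.26 on chromosome 3, 0.23 on chromosome 12 and 0.22 on chromosome 15. Tumor cells thinned to the UMIs of fibroblasts kept an SD between 0.158 and 0.199, so depth did not set the difference. Single cells were set against the tumor profile of the other libraries, and the median correlation was 0.66 for tumor cells and -0.18 for macrophages in NT, and 0.59, 0.59 and 0.54 for tumor cells in RT1, RT2 and RT3.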

Comparing with macrophages and monocytes (reference cells), tumor cells showed obviously higher frequency of copy number variation (Additional file 1: Fig. S1C). As expected, the ratio of tumor cells decreased after hypofractionated radiotherapy and T cells infiltration was minimal in two groups. 

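Tumor cells made up 71.9% of NT cells (interval 71.0 to 72.8) and 53.04%, 49.4% and 60.8% of the cells of RT1, RT2 and RT3, or 54.4% ± 5.80 (SD, n = 3). The difference of -17.5 percentage points was larger than the SD of 5.80 between RT libraries and stayed between -21.0 and -16.3 under the other processing choices. Lymphocytes, the population that holds the T cells and NK cells, made up 3.95% of NT cells (interval 3.58 to 4.35) and 2.44%, 4.10% and 2.32% of the cells of RT1, RT2 and RT3. RT2 lay above NT and the other RT libraries below it, and the difference of -0.995 percentage points was near the SD between RT libraries of 0.9903. Among the named cells that are not tumor cells (953 NT cells without a name left out), the lymphocyte share was 21.3% in NT (interval 19.5 to 23.3) and 6.49%, 9.83% and 8.05% in RT1, RT2 and RT3.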

Intriguingly, macrophages were highly enriched in hypofractionated radiotherapy treated s.c. 

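Macrophages made up 8.03% of NT cells (801 of 9976, interval 7.50 to 8.58) and 20.8%, 20.5% and 12.5% of the cells of RT1, RT2 and RT3, or 17.9% ± 4.69 (SD, n = 3). The difference of 9.89 percentage points exceeded the SD between RT libraries and lay between 8.06 and 10.3 under the alternatives set in advance, the lowest of them without the 8% of cells with the highest doublet scores. Without RT3, whose share was the smallest of the 3, it was 12.6. Monocytes made up 5.07% of NT cells (interval 4.65 to 5.52) and 11.1%, 12.3% and 10.95% of the cells of RT1, RT2 and RT3. With macrophages, monocytes and dendritic cells as 1 population, a grouping chosen after seeing the data, the share was 13.9% in NT and 30.3% ± 5.30 (SD, n = 3) in RT. Among the named cells that are not tumor cells, macrophages made up 43.3% in NT (interval 41.1 to 45.6) and 55.3%, 49.1% and 43.3% in RT1, RT2 and RT3. Cells without a name, 953 in NT and 1406, 1338 and 1559 in RT1, RT2 and RT3, are left out of this scale, and its values depend on that.

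**Figure D1:**
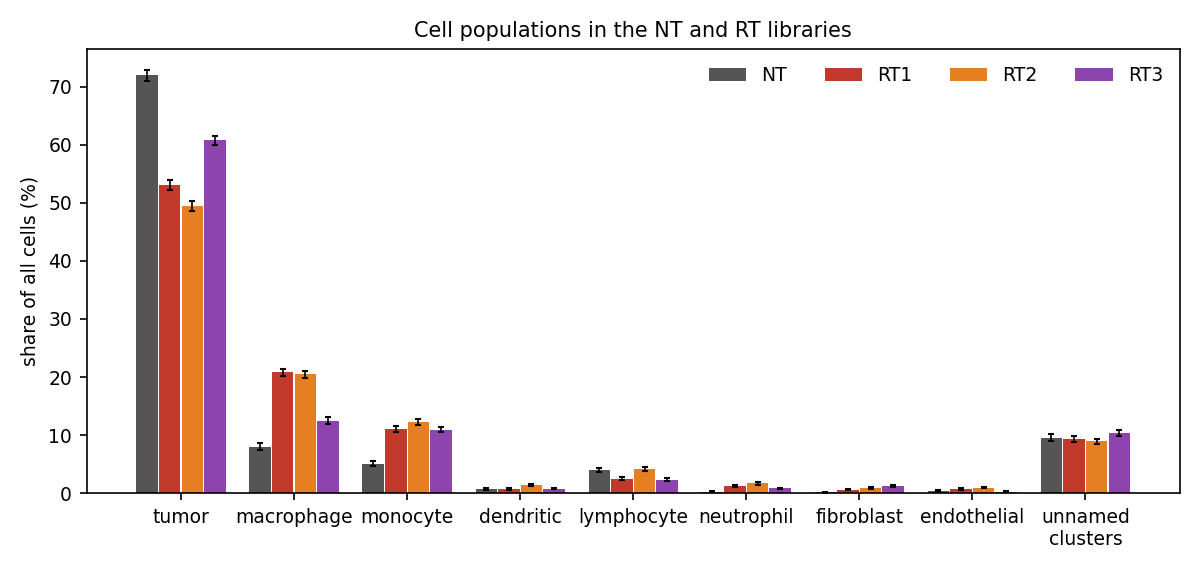
Share of all kept cells (percent) in each named population and in the unnamed clusters, 1 bar per library with its 95% Clopper-Pearson interval. Tumor cells take 71.9% of NT and 49.4% to 60.8% of the RT libraries, and macrophages 8.03% of NT and 12.5% to 20.8% of the RT libraries.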

LLC tumors (22.41% for radiation treatment, 10.19% for radiation naive control) (Fig. 1C).

**Fig. 1:**
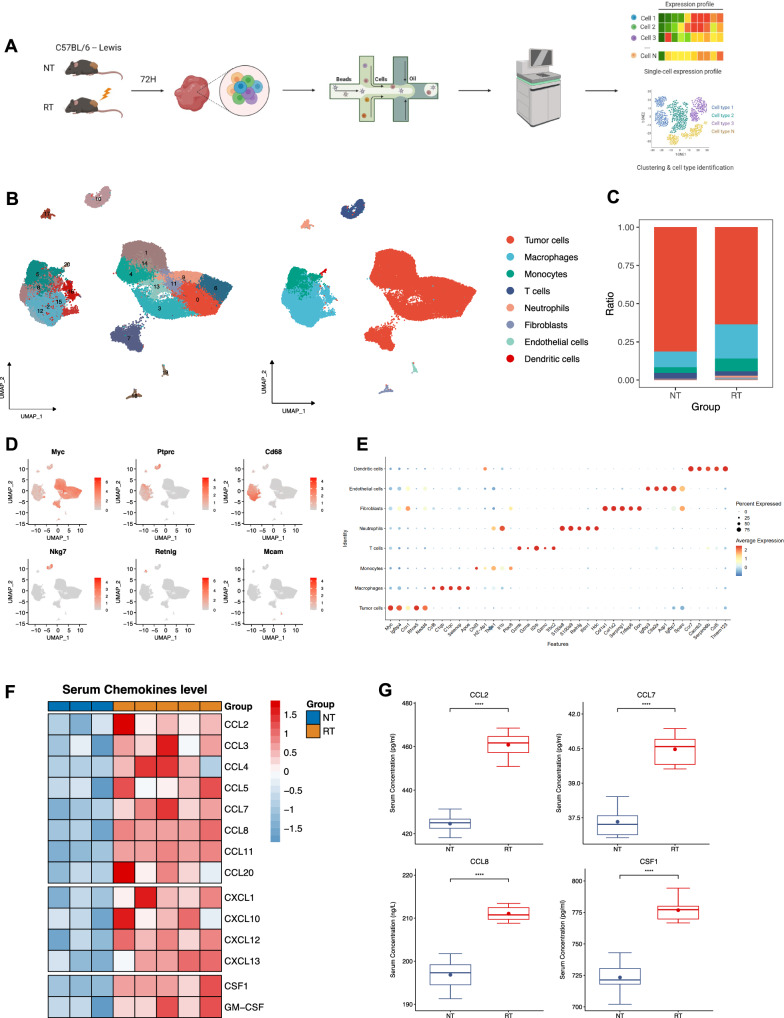
Single-cell transcriptomic landscape of subcutaneous LLC tumors at early-stage following hypofractionated radiotherapy. **A** Overview of the experimental design for single-cell RNA sequencing. **B** Uniform Manifold Approximation (UMAP) plot showing the unsupervised clusters of 54883 single cells and annotated cell types. **C** The proportion of each cell types in LLC tumors treated with or without radiation. For B and C, each color represents the same cell type. **D** Feature plot and **E** Dot plot showing marker genes. **F** Heatmap showing serum chemokines level in LLC murine models 72 h post-treatment. Each row in the heatmap has been scaled. **G** The concentrations of CCL2, CCL7, CCL8, and CSF1 in serum measured by ELISA (n = 5/group). Data are presented as mean ± SD with student unpaired t test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant

To further explore the early impact of hypofractionated radiotherapy on myeloid cells recruitment-related chemokines in lung cancer, multi-chemokines analysis was conducted to evaluate the release of serum chemokines of s.c. LLC bearing mice at 72 h after hypofractionated radiotherapy. We found that radiation (RT) at subcutaneous tumor site triggered the release of C–C and CXC chemokines at early-stage compared to radiation naive (NT) group (Fig. 1F). Consistently, a markedly increased CCL2, CCL7, and CCL8 serum levels after radiation were further determined using the enzyme-linked immunosorbent assay (ELISA) kits (Fig. 1G).

### The alteration of LLC cell states following hypofractionated radiotherapy

Performing unsupervised dimensionality reduction and clustering to previously annotated tumor cells, we identified 10 tumor cell populations with distinct gene expression profiles (Fig. 2A). 

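The 31710 tumor cells formed 15 sub-clusters at resolution 0.8. Among their leading genes were cell cycle genes in sub-clusters 4, 6, 9 and 14, extracellular matrix and stromal genes such as Lum, Islr and Fbn1 in sub-cluster 10, hypoxia-related genes such as Nos2, Bnip3, Adm and Vegfa in sub-cluster 3, and interferon-induced genes such as Ifit3, Rsad2 and Isg15 in sub-cluster 11. MHC class II genes led sub-cluster 7 and ribosomal protein genes sub-clusters 0 and 12. Myeloid genes such as Il1b, Ccl4 and Lyz2 led sub-cluster 2. The numbers count the sub-clusters of the re-computed clustering and do not map onto those of Fig. 2A.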

The distribution of tumor cell populations was identical in two groups after batch effect correction (Fig. 2B). However, cluster 0 and cluster 3 to 5 were less abundant in RT group, while cluster 1, 2, 6 and 7 were enriched after RT (Fig. 2C). 

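Of the 15 tumor sub-clusters, 7 took a larger share of tumor cells in every RT library than in NT, 3 a smaller share in every RT library, and 5 lay on both sides. Sub-cluster 10, led by extracellular matrix genes, took 6.87% of NT tumor cells (interval 6.30 to 7.48) and 12.9%, 18.2% and 10.1% of those in RT1, RT2 and RT3. Sub-cluster 5 rose from 10.7% to 13.7% ± 2.57 (SD, n = 3), sub-cluster 1 from 2.47% to 4.53% ± 0.39 and sub-cluster 2 from 2.22% to 4.52% ± 0.67. Sub-cluster 2 was led by myeloid genes, and doublets and free RNA stay open as their source, so its rise may not be one of a tumor state. Sub-cluster 12, led by ribosomal protein genes, took 10.8% in NT (interval 10.1 to 11.5) and 3.475%, 5.84% and 6.88% in RT1, RT2 and RT3, and sub-cluster 8 fell from 18.2% to 14.3% ± 2.09 (SD, n = 3). The largest cycling sub-clusters, 4 and 9, took 19.9% and 15.3% in NT and 17.8% ± 2.31 and 13.05% ± 3.97 in RT, with RT libraries on both sides of NT.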

We then evaluated the stemness of each cell population by calculating the expression score of a curated stemness gene signature [39]. 

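The stemness signature was scored in each tumor sub-cluster as the mean of its genes' log2 levels relative to the mean over sub-clusters, separately in each library, over the 93 of its 115 genes with enough UMIs. The highest scores were 0.21 ± 0.02 (SD, n = 4 libraries) in sub-cluster 6, 0.21 ± 0.03 in sub-cluster 4 and 0.20 ± 0.04 in sub-cluster 9, and each of these ranked among the first 4 of 15 in every library. Their spread over libraries was larger than the differences between them. The same sub-clusters scored high for cycling genes (0.92 ± 0.16, 1.19 ± 0.13 and 0.94 ± 0.10). Without the 6 stemness genes that are also cell cycle genes, the scores were 0.18 ± 0.02 in sub-cluster 6, 0.18 ± 0.03 in sub-cluster 4 and 0.16 ± 0.04 in sub-cluster 9. In all tumor cells together, the median gene of the signature fell by 0.13 on the log2 scale from NT to RT, at percentile 0.08 of 10000 random lists of genes with like expression.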

Cluster 0 and 3 demonstrated the highest stemness score among all LLC cells (Fig. 2D). These findings were further corroborated using CytoTRACE, a computational algorithm that predict cellular differentiation state, with higher score indicating greater stemness [40]. 

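At the other end of the stemness signature, sub-clusters 10, 8 and 5 scored -0.45 ± 0.03, -0.32 ± 0.03 and -0.22 ± 0.06 (SD, n = 4 libraries) and took ranks 15, 14 and 13 of 15 in every library. These sub-clusters had the lowest scores for cycling genes as well, at -2.25 ± 0.26, -2.11 ± 0.24 and -1.23 ± 0.29.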

Based on the differentiation score, cluster 0 and 3 exhibited highest level of stemness (Fig. 2E, F), whereas cluster 2 and 8 were identified as the most differentiation tumor cells. Gene set variation analysis (GSVA) revealed that cluster 0 were enriched for expression genes related with DNA repair, cell cycle (Hallmarks E2F-Targets, G2M checkpoint), MYC targets, and Oxidative phosphorylation, which implied higher intrinsic radiation sensitivity. Along with enrichment of DNA repair and cell cycle genes, cluster 3 exhibited higher expression level of epithelial-mesenchymal transition (EMT) related genes. Conversely, cluster 2 and 8 downregulated most hallmark gene sets compared to other clusters (Fig. 2G). 

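Cell cycle genes of the S phase scored highest in sub-cluster 9 (0.68 ± 0.08, SD, n = 4 libraries) and sub-cluster 4 (0.61 ± 0.05), which ranked first and second of 15 in every library. Genes of the G2M phase scored 1.05 ± 0.08 in sub-cluster 6 and 0.98 ± 0.14 in sub-cluster 14. Sub-clusters 10 and 8 scored lowest for both lists, with -1.23 ± 0.10 and -0.87 ± 0.15 for the S phase and -1.58 ± 0.07 and -1.51 ± 0.11 for the G2M phase. Over all tumor cells, the median S phase gene changed by -0.17 from NT to RT on the log2 scale (-0.09, -0.36 and -0.10 in RT1, RT2 and RT3) and the median G2M gene by -0.26 (-0.10, -0.51 and -0.14). The median gene of the short list of cycling genes changed by -0.25. Their percentiles among 10000 random lists of like expression were 0.06, 0 and 0.51.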

Further gene expression profiling analysis confirmed the upregulation of cell cycle genes of cluster 0 and 3. Intriguingly, cluster 6, which exhibited moderate differentiation state, was found highest expression level of transcription factors STAT1/STAT2-IRF9/IRF1 activated by interferon gamma (IFN-γ) leading to upregulation of tumor PD-L1 expression following RT (Fig. 2H). 

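The list of interferon response genes scored highest in tumor sub-cluster 11, at 2.58 ± 0.20 (SD, n = 4 libraries), and this sub-cluster ranked first of 15 in every library. It held 0.91% of NT tumor cells and 1.59% ± 0.54 (SD, n = 3) of RT tumor cells. The levels of the mRNAs of the transcription factors, not their activity, were read. Stat2 (ENSMUSG00000040033, chromosome 10 128270559 to 128292849 on GRCm38) had 249 CPM in sub-cluster 11 of NT and 192 ± 31.5 (SD, n = 3) in that of RT, Irf9 169 and 122 ± 11.6 CPM, and Irf1 1406.5 and 1178 ± 286 CPM. The mRNA of PD-L1, Cd274 (ENSMUSG00000016496, chromosome 19 29367455 to 29388095), had 285 CPM in sub-cluster 11 of NT and 131.5, 186 and 233.5 CPM in that of RT1, RT2 and RT3, lower in every RT library. Over all tumor cells, Cd274 had 18.1 CPM in NT (interval 17.1 to 19.2) and 12.4, 27.5 and 15.4 CPM in RT1, RT2 and RT3, so RT2 lay above NT and the others below it. Stat2 and Irf9 likewise lay on both sides of NT, with mean log2 ratios of -0.001 and -0.14, whereas Irf1 was lower in every RT library (-0.51 ± 0.24, SD, n = 3). The median interferon response gene in all tumor cells changed by 0.21 on the log2 scale, by -0.11, 0.80 and 0.05 in RT1, RT2 and RT3, at percentile 100.0 of the random lists, with 14 of 31 genes higher and 1 lower in every RT library. The size of this median rests mainly on RT2. The TNF response list changed by -0.07 and MHC class I genes by 0.10, with RT libraries on both sides.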

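Csf1 (ENSMUSG00000014599, chromosome 3 107741048 to 107760469 on GRCm38) encodes colony stimulating factor 1, and Csf1r (ENSMUSG00000024621, chromosome 18 61100598 to 61132149) its receptor. Tumor cells held 95.9% of all Csf1 UMIs in NT and 88.85%, 88.2% and 91.5% in RT1, RT2 and RT3. Per UMI, however, Csf1 was not limited to tumor cells. Neutrophils had 391, 350.3, 364 and 317 CPM of Csf1 in NT, RT1, RT2 and RT3, and fibroblasts 217, 376, 258 and 332 CPM, in each library above the level in tumor cells. The NT values of neutrophils and fibroblasts rest on 11 and 20 UMIs. Fibroblasts lay close to tumor cells in NT and RT2, so their excess there may be counting error. The excess of neutrophils in NT and RT3 may be counting error as well, since their intervals there reach the tumor level. Neutrophils carried the tumor marker Rhox5 as well, at 675, 680.3, 569 and 715 CPM. Yet tumor RNA alone cannot take their Csf1 above that of tumor cells, as it was in RT1 and RT2 beyond counting error. Exhausted CD8 T cells had 103, 275, 282.5 and 227 CPM of Csf1 and 31.0 to 76.3 CPM of Rhox5. Macrophages had 59.0, 79.2, 65.9 and 101 CPM of Csf1, a level not told apart from tumor RNA under the barcodes of macrophages. Csf1r had 0.193 CPM in tumor cells of NT and 2.83, 2.36 and 0.785 CPM in those of RT1, RT2 and RT3, against 317, 778, 567 and 394.5 CPM in macrophages and 303.5, 884, 588.5 and 436 CPM in monocytes.

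**Figure D2:**
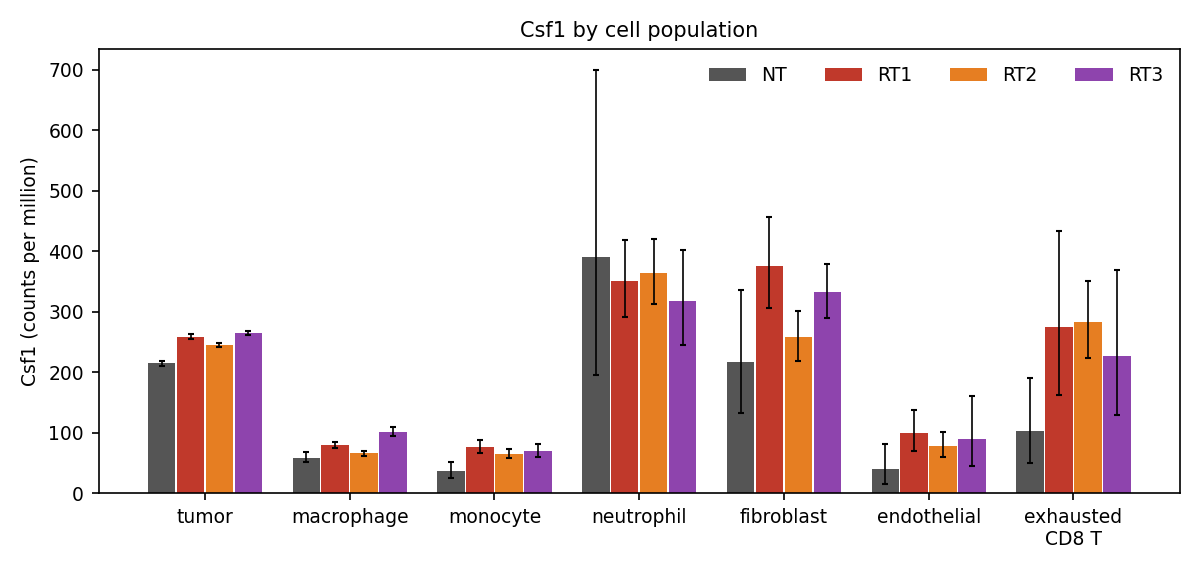
Csf1 in CPM of the UMIs summed within each population, 1 bar per library with its exact 95% Poisson interval. Neutrophils lie between 317 and 391 CPM, above tumor cells in each library, but their intervals in NT and RT3 reach the tumor level. Macrophages lie between 59.0 and 101 CPM.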

Cell–cell communication analysis between tumor cells and immune cells revealed a specific CSF (colony stimulating factor) signaling pathway recruiting monocytes and macrophages since only tumor cells expressing the ligand gene Csf1 and barely expressing Csf1 receptor gene (Fig. 2I, J and Additional file 1: Fig. S1D). Moreover, radiation augmented expression of Csf1 in LLC cells and its release in mouse serum (Fig. 1G, 2 K). This was further demonstrated by reverse transcription quantitative PCR (RT-qPCR) (Fig. 2L). These results suggest that LLC maintains heterogeneity in murine s.c. tumor model and enables us to understand the unique transcriptomic characteristics of subpopulations of LLC cells following radiation. 

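In tumor cells, Csf1 rose from 215 CPM in NT (13348 UMIs, interval 211 to 218) to 259, 244 and 265 CPM in RT1, RT2 and RT3, a log2 ratio of 0.25 ± 0.06 (SD, n = 3). The intervals of the RT libraries lay above that of NT, which covers counting error and not differences between tumors. The log2 ratio stayed between 0.23 and 0.27 under the alternatives set in advance and between 0.23 and 0.29 when 1 RT library was left out. Over all kept cells together, Csf1 had 201 CPM in NT and 220.1, 202 and 243 CPM in RT1, RT2 and RT3.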

Notably, hypofractionated radiotherapy observably promotes CSF signaling pathway, which is supposed to mediate myeloid cells development [41].

**Fig. 2:**
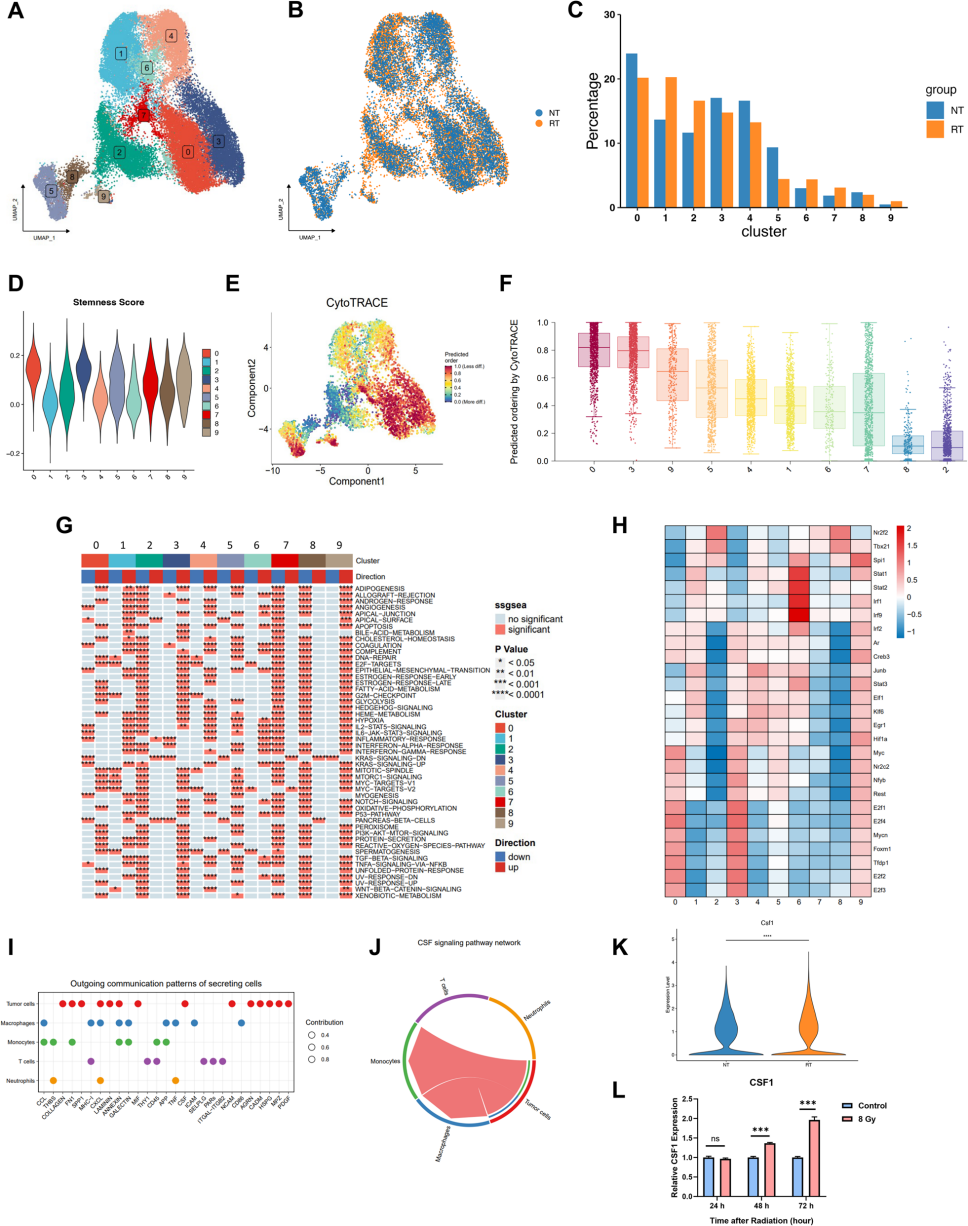
The alteration of LLC cell states following hypofractionated radiotherapy. **A** UMAP plot showing clusters of LLC cells. **B** UMAP plot showing the distribution of LLC cells in each group. **C** The proportion of each cluster in control (NT) and radiotherapy (RT) groups. **D** Violin plot showing stemness score for each cluster. **E** UMAP plot and **F** Bar plot of stemness in LLC cells predicted by CytoTRACE. **G** Heatmap of hallmark gene sets from the MSigDB enriched in different types of cell clusters. **H** Heatmap of transcription factors activity in each cell cluster. **I** Dot plot showing outgoing communication signaling pathways of different cell types. **J** Chord plot of communication network of CCL signaling pathway between tumor cells and other cell types. **K** Csf1 gene expression level between NT and RT groups. **L** The relative mRNA expression levels of Csf1 in LLC cells with or without exposure to 8 Gy of radiation in vitro. Data are representative of three independent experiments

### Hypofractionated radiotherapy stimulates a distinctive immune microenvironment at early-stage

To investigate the influence of hypofractionated radiotherapy on myeloid cells recruitment at early-stage in s.c. LLC tumors, unsupervised clustering and manual annotation identified 6 macrophages clusters (Mac_Ccl8, Mac_Spp1, Mac_Igfbp4, Mac_Hmox1, Mac_Ftl1, and Mac_Stmn1), 2 monocytes clusters (Mono_Plac8 and Mono_Cxcl3) and a cluster of DCs with distinct gene expression pattern (Fig. 3A, C). 

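The 15047 macrophages, monocytes and dendritic cells formed 13 myeloid sub-clusters, numbered by the re-computed clustering. Sub-clusters 1, 2 and 5 were monocytes, led by Cxcl3 and Thbs1, by interferon-induced genes with Ly6c2 and Plac8, and by S100a8 and Chil3. Sub-clusters 6, 8, 11 and 12 were macrophages. Sub-cluster 6 was led by Cd52, Crip1 and Ftl1 with ribosomal protein genes, sub-cluster 8 by Lyve1, Ccl8 and Fcna, sub-cluster 11 by cell cycle genes such as Mki67 and Stmn1, and sub-cluster 12 by Ifit3 and other interferon-induced genes. Sub-cluster 9 held dendritic cells with Ccr7. Sub-clusters 0, 3 and 4 took no name, and the leading genes of sub-cluster 4 were Arg1, Ppbp, Ctsk and Cd36. Sub-clusters 7 and 10 carried tumor markers, and 87.65% of their cells were among the 8% of cells with the highest simulated-doublet scores of their libraries. Sub-cluster 8 had the highest level of Ccl8 and is called the Ccl8-high macrophages here. It held 2593 cells.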

Marker gene feature plots further validated cell type annotation (Fig. 3B). Apoe, representing lipid-associated macrophage or TREM2 macrophage, was mainly expressed in Ccl8^high^ macrophage (Mac_Ccl8), while monocyte or monocyte-derived cells gene, such as Thbs1, was expressed in Mono_Plac8, Mono_Cxcl3 and Mac_Spp1. 

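Apoe (ENSMUSG00000002985, chromosome 7 19696109 to 19699188 on GRCm38) had 1464.5 CPM in Ccl8-high macrophages of NT and 2570.5, 3691 and 3250.2 CPM in those of RT1, RT2 and RT3. It was higher in each library in sub-cluster 6, the macrophages led by Cd52, Crip1 and Ftl1, with 1477, 2788.5, 3970.2 and 3913 CPM, in NT by no more than counting error. It was near these levels in the interferon macrophages of sub-cluster 12, with 1937, 2326, 3408 and 2983 CPM. In monocytes it had 176, 112, 89.2 and 89.7 CPM. Summed against all other macrophages and monocytes, Apoe was higher in Ccl8-high macrophages with a log2 fold change of 1.86 (standard error 0.14, adjusted p = 1.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries). Thbs1 (ENSMUSG00000040152, chromosome 2 118111876 to 118127133) was lower with -3.12 (standard error 0.24, adjusted p = 1.54e-06 from the same edgeR test with Benjamini-Hochberg adjustment, lower in 4 of 4 libraries). Its highest levels were 9143, 8234, 5517 and 10928 CPM in the S100a8 monocytes (sub-cluster 5) of NT, RT1, RT2 and RT3 and 8289.9, 8881, 5611 and 10239 CPM in the Cxcl3 monocytes (sub-cluster 1), against 827, 387, 636 and 557 CPM in Ccl8-high macrophages.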

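Ccl8-high macrophages made up 17.1% of NT myeloid cells (236 of 1383, interval 15.1 to 19.2) and 19.0%, 18.7% and 12.8% of those in RT1, RT2 and RT3 (932 of 4902, 956 of 5109 and 469 of 3653), or 16.9% ± 3.48 (SD, n = 3). The difference of -0.21 percentage points was smaller than the spread between RT libraries, with RT1 and RT2 above NT and RT3 below it. As a share of all cells, they rose from 2.37% in NT (interval 2.08 to 2.68) to 6.20%, 6.38% and 3.11%, higher in every RT library. The largest myeloid sub-cluster on average was the Cxcl3 monocytes, with 19.96% of NT and 21.4% ± 3.60 (SD, n = 3) of RT myeloid cells, but in RT1 they and the Ccl8-high macrophages held 932 cells each and sub-cluster 4 held 934. The boundary of the Ccl8-high macrophages moved with the clustering. Over 11 other settings they held between 1109 and 4218 cells, from 4.00% to 23.9% of NT and from 8.73% to 28.7% of RT myeloid cells. RT lay above NT in 6 of the 12 settings. Without integration the difference was 5.38 percentage points and at resolution 0.4 it was 4.81, whereas with all variable genes in the clustering it was -3.80. Without RT3 it was 1.80.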

Notably, Mac_Ccl8 was the major population of tumor-infiltrating myeloid cells, and hypofractionated radiotherapy induced enrichment of Mac_Ccl8 compared to NT (32.28% in RT versus 23.48% in NT) (Fig. 3D). Using M1/M2 macrophages gene signatures [20], we found M2 was the dominant polarization state of myeloid cells in LLC-bearing mice. Moreover, Mac_Ccl8 not only exhibited highest M2 signatures score among all TAMs populations but also expressed higher phagocytosis genes relative to other populations (Fig. 3E). In addition, the significant correlation of Ccl8 and M2 macrophages was then demonstrated by applying TIMER 2.0 based on TCGA-LUAD expression profile (Fig. 3F). 

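The M1 and M2 signatures were scored in the 13 myeloid sub-clusters of each library, over the 12 and 19 genes with enough UMIs and with these genes left out of the genes that built the clusters. The macrophages of sub-cluster 6 had the highest M2 score in all 4 libraries (0.87 ± 0.16, SD, n = 4), followed in all 4 by sub-cluster 4 (0.49 ± 0.03). Ccl8-high macrophages scored 0.18 ± 0.08 and ranked 3, 6, 4 and 5 in NT, RT1, RT2 and RT3. Their M1 score was 0.17 ± 0.15, with ranks 5, 6, 6 and 5, while the dendritic cells of sub-cluster 9 scored highest in every library (1.31 ± 0.36). For the 4 phagocytosis genes, Ccl8-high macrophages scored 1.435 ± 0.26 and ranked first in RT1, RT2 and RT3 and second in NT, behind sub-cluster 6. They ranked 11, 12, 12 and 11 for the angiogenesis signature. From NT to RT, the median M2 gene changed by 0.29 on the log2 scale over all myeloid cells (0.21, 0.44 and 0.17 in RT1, RT2 and RT3, percentile 99.5 of 10000 random lists of like expression), and the median M1 gene by -0.55 (-0.72, -0.44 and -0.41, percentile 0). The median phagocytosis gene changed by 0.94, at percentile 99.9, and the median angiogenesis gene by -0.09 with RT libraries on both sides of NT. Within Ccl8-high macrophages the M2 median was 0.22, with RT3 slightly below NT (-0.02), the M1 median -0.34 and the phagocytosis median 1.25, higher in every RT library. The angiogenesis median there was -0.16, lower in every RT library, at percentile 5.95.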

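In the ranking of myeloid sub-clusters by the 12 scored C-C chemokine ligands, Ccl8-high macrophages scored 0.91 ± 0.19 (SD, n = 4) and took rank 2, 2, 2 and 1 of 13 in NT, RT1, RT2 and RT3, with the interferon macrophages of sub-cluster 12 at 0.90 ± 0.18. For the C-C chemokine receptors they ranked 9, 10, 10 and 10, and the monocyte sub-clusters 2, 1 and 5 scored highest (1.39 ± 0.12, 1.23 ± 0.22 and 1.02 ± 0.25). For the MHC class II genes they ranked 5, 8, 6 and 4. Of the antigen presentation and phagosome genes, H2-Aa had a log2 fold change of 0.61 against all other macrophages and monocytes (adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 4 libraries), H2-Eb1 one of 0.60 and Ctsb one of 1.42. H2-DMa, H2-DMb1 and H2-DMb2 were lower in 4 of 4 libraries (log2 fold changes of -0.92, -0.86 and -1.76), and H2-Ab1, Cd74, Ciita and Ctsd did not pass the test.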

Consistently, the Gene Ontology (GO) enrichment analysis indicated upregulation of the chemokine signaling pathway, cytokine-cytokine receptor interaction, antigen processing and presentation, and phagosome gene sets of Mac_Ccl8 (Fig. 3G), indicating its multifarious functional features. 

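UMIs were summed per library over Ccl8-high macrophages and over all other named macrophages and monocytes, and the 2 sums of each library were compared with the library as a block. Of the 14 myeloid genes that the paper names, 12 differed with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 higher and 3 lower in Ccl8-high macrophages. The same number, 12, passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same libraries. Most of the other cells were monocytes, with 471 in NT and 1584, 1826 and 1623 in RT1, RT2 and RT3. Named macrophages, the Ccl8-high ones included, numbered 440, 1210, 1356 and 710. Apoe, C1qb, C1qc, Mrc1, Csf1r, Chil3 and Thbs1 were also among the markers that named clusters macrophages or monocytes. The calls therefore partly reflect macrophages against monocytes. For the transcription factors the mRNA was tested, whereas Fig. 3H shows their activity. Maf (ENSMUSG00000055435, chromosome 8 115682942 to 115707794 on GRCm38) was higher with a log2 fold change of 0.93 (standard error 0.10, adjusted p = 2.51e-05 from the edgeR test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries). Spi1 (ENSMUSG00000002111, chromosome 2 91082390 to 91115756) had 0.07 (standard error 0.09, adjusted p = 0.53 from the edgeR test with Benjamini-Hochberg adjustment, higher by CPM in 0 of 4 libraries) and Fli1 (ENSMUSG00000016087, chromosome 9 32422204 to 32542861) had 0.23 (standard error 0.10, adjusted p = 0.093 from the same edgeR test with Benjamini-Hochberg adjustment, higher in 2 of 4 libraries), so neither passed the threshold. Csf1r was higher with 0.37 (standard error 0.09, adjusted p = 0.0068 from the edgeR test with Benjamini-Hochberg adjustment, higher in 3 of 4 libraries), and no longer passed without RT1 or without RT2. Of the other named genes, Mrc1, C1qb, C1qc, Folr2 and Cd163 were higher and Fn1 and Chil3 lower in 4 of 4 libraries, and Mertk was higher in 3 of 4, with log2 fold changes of 1.12 (Mrc1) to 2.29 (Cd163) for the higher ones. With the unnamed myeloid sub-clusters counted among the other cells, an alternative added after seeing the data, 12 of the 14 passed as well, with smaller log2 fold changes of 0.64 for Mrc1, 1.49 for Cd163 and 1.31 for Apoe. Over all 9558 genes tested, 4253 differed, 2139 higher and 2114 lower, a number that partly reflects that the populations were built from the same cells. Without integration it was 2321. Spi1 passed with all variable genes in the clustering (0.27), where Maf no longer did (0.09), and Fli1 passed at resolution 0.4 (0.27) and 1.2 (0.43). With all variable genes, Cd163 reversed to -0.86 (adjusted p = 0.0039 from the edgeR test with Benjamini-Hochberg adjustment) and Mrc1 to -0.17. Without integration they had -0.34 and -0.058.

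**Figure D3:**
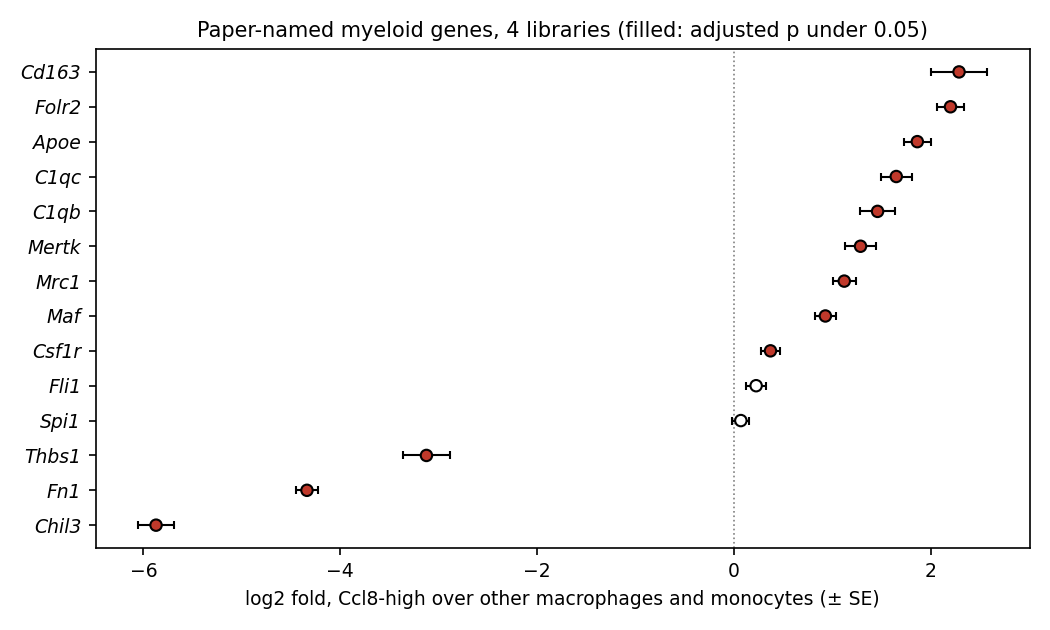
Log2 fold change of the 14 myeloid genes the paper names, in Ccl8-high macrophages against all other macrophages and monocytes, with the standard error as bars. Filled points have an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Spi1 at 0.07 and Fli1 at 0.23 are open.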

When compared the transcriptomic profiles between Mac_Ccl8 and other myeloid cell types, we found that Mac_Ccl8 highly expressed a series of transcription factors, such as Spi1, Maf (c-Maf) and Fli1 (Fig. 3H). Spi1 and Maf are reported to regulate the transcriptional activity of CSF1R, and Maf enhances Ccl8 promoter activity at the transcription level [42–44]. Then, applying single cell trajectory analysis, we found that Mac_Ccl8 was potentially derived from monocytes. Pseudotime analysis revealed later evolution state of Mac_Ccl8 when monocytes were set as the progenitor (Fig. 3I, J). Along this trajectory, the expression level of Ccl8 gene rapidly upregulation at the end state, other genes, including Mrc1, Apoe, C1qb, C1qc, and Folr2 also exhibited same expression pattern*,* whereas expression level of Fn1, Chil3, and Thbs1 genes were higher in early state (Fig. 3K).

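Cells of 11 myeloid sub-clusters (13849 cells, those with tumor markers left out) were ordered by their shortest path over a graph of 15 nearest neighbors from the S100a8 and Chil3 monocytes of sub-cluster 5, so the start of the order is set and not measured. Ccl8-high macrophages had a median position at 81.1% of the order, eighth of the 11 sub-clusters, and 53.5% of them lay in the last of 5 groups of equal size. The macrophages of sub-cluster 6 (81.7%) and sub-cluster 12 (91.0%) and the dendritic cells (99.5%) came later. From the first to the last of these groups, with 10 CPM added to each level, Ccl8 rose by 6.73 ± 0.70 on the log2 scale in the RT libraries (SD, n = 3) and by 7.17 in NT. In RT and NT, Apoe rose by 5.38 and 3.81, Folr2 by 5.37 and 6.09, C1qc by 4.78 and 3.78, C1qb by 4.03 and 3.98, and Mrc1 by 2.78 and 3.24. Chil3 changed by -5.68 and -5.88, Thbs1 by -3.38 and -3.32, and Fn1 by -3.14 and -1.87. Maf rose by 1.73 and 1.34, while Spi1 (0.04 and -0.38) and Fli1 (-0.05 and 0.30) changed in both directions. The last group held 24.8% of the ordered NT cells (interval 22.5 to 27.3) and 19.0%, 20.9% and 18.2% of those in RT1, RT2 and RT3.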

**Fig. 3:**
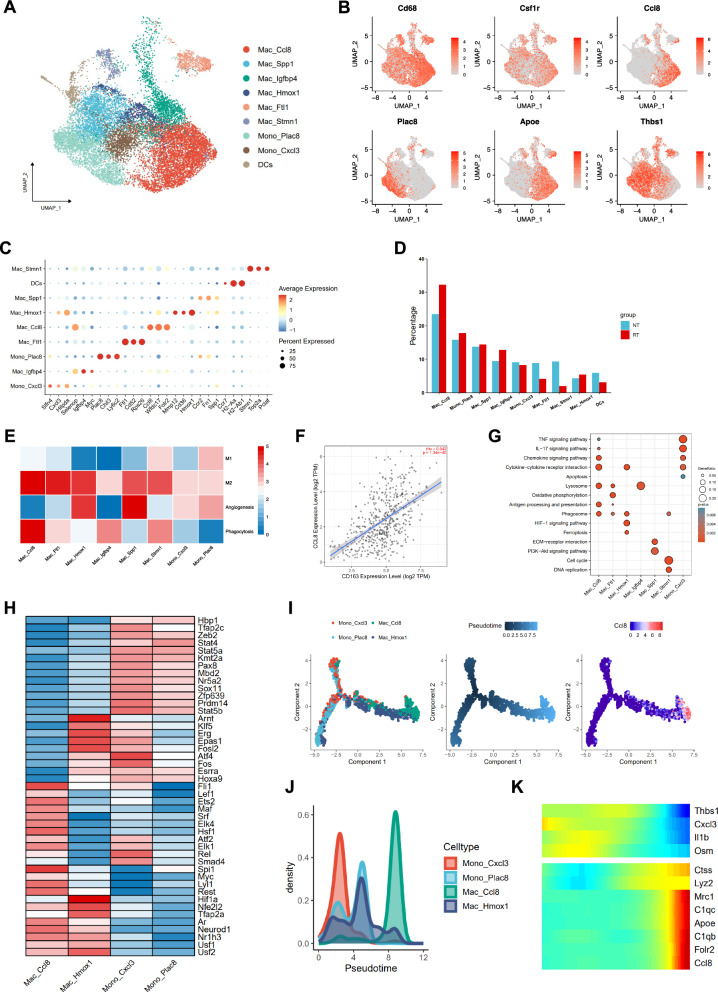
Identification of M2-like Ccl8^high^ Macrophages in the LLC-bearing murine model. **A** UMAP plot showing the annotation of macrophage populations in LLC tumors. **B** Feature plot and **C** Dotplot showing marker genes of macrophage populations. **D** Cell proportion of each cell type in NT and RT groups. **E** Heatmap displaying scores of M1, M2, angiogenesis, phagocytosis for each macrophage population. **F** Correlation analysis of CCL8 and CD163 expression level in TCGA-LUAD datasets (Spearman’s rho value = 0.542, p < 0.001). **G** The Gene Ontology (GO) enrichment analysis of each macrophage populations. **H** Heatmap displaying transcription factors activity of the Mac_Ccl8, Mac_Hmox1, Mono_Cxcl3, and Mono_Plac8 populations. **I** Development trajectory of macrophages populations predicted by Monocle2. **J** The cell density and **K** gene expression patterns along with the pseudotime,

In addition, we identified 7 lymphocyte populations based on their transcriptomic files including 2 NK cell populations (NK_Gzma, NK_Gzmd), 4 populations of CD8 + T cell (CD8_Proliferating, CD8_Memory, CD8_Exhausted, and CD8_Ccl2), and a CD4_Treg populations (Fig. 4A, C). 

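The 1725 lymphocytes formed 11 sub-clusters, with 394 cells in NT and 367, 614 and 350 in RT1, RT2 and RT3. There were 3 NK sub-clusters. The largest was led by Klra8, Klra4 and Gzma, and the others by cell cycle genes with Gzma and by Gzmd, Gzme and Gzmg. A sub-cluster of Treg cells with Foxp3 and Cd4 and a pair of CD8 T sub-clusters were also found. Of this pair, 1 was cycling, and the other, led by CD8 T genes such as Cd8a and Cd8b1 with Cxcr6, Irf4 and Pdcd1, scored higher for the exhaustion list and is called exhausted CD8 T here. The name is relative to the cycling sub-cluster, as Lag3 and Tigit had 1 and 0 UMIs in these cells of NT. A sub-cluster with tumor markers and 1 with macrophage markers had 78.8% and 62% of their cells among those with the highest simulated-doublet scores. The remaining 3 sub-clusters took no name. The marker lists had no list for memory CD8 T cells, so none was named.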

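NK cells made up 22.3% of NT lymphocytes (interval 18.3 to 26.8) and 45.0%, 34.0% and 36.0% of those in RT1, RT2 and RT3, or 38.3% ± 5.82 (SD, n = 3). Of these, the Klra8 and Gzma sub-cluster rose from 13.96% to 20.7% ± 5.00 and the Gzmd sub-cluster from 2.28% to 7.47% ± 0.86, both higher in every RT library. Exhausted CD8 T cells made up 16.0% of NT lymphocytes (63 cells, interval 12.5 to 20.0) and 12.8%, 20.85% and 15.7% of those in RT1, RT2 and RT3, so the direction differed between RT libraries and the difference of 0.47 percentage points lay within the interval. Treg cells fell from 15.0% (interval 11.6 to 18.9) to 6.27%, 7.66% and 5.43%, lower in every RT library. The cycling CD8 T sub-cluster made up 9.39% in NT (interval 6.70 to 12.7) and 5.18%, 6.84% and 7.71% in the RT libraries, of which RT2 and RT3 lay within the NT interval.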

The proportion of NK_Gzma, NK_Gzmd and CD8_Exhausted populations was higher in the RT group, while the proportion of CD4_Tregs, CD8_proliferating, CD8_memory populations was higher in the NT group (Fig. 4D). 

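Exhausted CD8 T cells numbered 63 in NT and 47, 128 and 55 in RT1, RT2 and RT3, and held 96900, 65527, 283164 and 70496 UMIs. Pdcd1 (PD-1; ENSMUSG00000026285, chromosome 1 94038305 to 94052553 on GRCm38) had 402.5 CPM in NT (39 UMIs, interval 286 to 550.2) and 626, 1059.5 and 383 CPM in RT1, RT2 and RT3, log2 ratios of 0.64, 1.40 and -0.07. Ctla4 (ENSMUSG00000026011, chromosome 1 60887000 to 60915832) had 485 CPM in NT (47 UMIs, interval 356 to 645) and 458, 434 and 439.7 CPM in the RT libraries, a log2 ratio of -0.13 ± 0.04 (SD, n = 3) that was not detectable at this depth. Havcr2 (TIM-3; ENSMUSG00000020399, chromosome 11 46454935 to 46481255) had 186 CPM in NT (18 UMIs, interval 110 to 294) and 427, 339 and 255 CPM in the RT libraries, a log2 ratio of 0.84 ± 0.37, with a counting interval from -0.57 to 1.49 in RT3. For none of the 3 genes did all RT intervals lie outside that of NT. The mean log2 ratio over the 3 genes was 0.46 ± 0.33 (SD, n = 3), and it was 0.08 with the genes of every list but the cell type markers left out of the clustering, an alternative chosen after seeing the data.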

Notably, hypofractionated radiotherapy upregulated immune check point genes PD-1, CTLA-4, TIM-3 (Mus musculus Havcr2) in exhausted T cells (Fig. 4E, Additional file 1: Fig. S3C). Cell–cell communication analysis revealed that Mac_Ccl8 inhibited CD4 and CD8 T cells activity via immune checkpoint ligand Lgals9 and Cd86 while recruiting NK cells by CCL signaling pathway (Fig. 4G). Furthermore, hypofractionated radiotherapy promoted the crosstalk between Mac_Ccl8 and other cell types (Fig. 4F, H). For instance, the galectin signaling pathway, including Lgals9 and its receptor Cd44, Cd45, and Havcr2 was significantly upregulated following hypofractionated radiotherapy (Fig. 4I).

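Lgals9 (ENSMUSG00000001123, chromosome 11 78962974 to 78984946 on GRCm38) encodes galectin-9. In Ccl8-high macrophages it had 128 CPM in NT (135 UMIs, interval 107 to 151) and 320.3, 243 and 274 CPM in RT1, RT2 and RT3, a log2 ratio of 1.12 ± 0.20 (SD, n = 3). It rose in tumor cells as well, by 0.77 ± 0.07, and tumor cells held 77.7% of all Lgals9 UMIs in NT and 46.4%, 49.7% and 66.2% in the RT libraries. Against all other macrophages and monocytes, Lgals9 and Cd86 were not higher in Ccl8-high macrophages, with log2 fold changes of 0.16 (adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 4 libraries) and 0.04 (adjusted p = 0.71 from the same edgeR test with Benjamini-Hochberg adjustment, higher in 0 of 4). From NT to RT, Cd86 in Ccl8-high macrophages changed by -0.09 with RT libraries on both sides. The receptors named beside Lgals9 did not rise with it in exhausted CD8 T cells, apart from Havcr2. Cd44 there had 299 CPM in NT and 76.3, 141 and 369 CPM in RT1, RT2 and RT3, and Ptprc (CD45) 1001 CPM in NT and 992, 551 and 667 CPM in the RT libraries. In Ccl8-high macrophages, Cd44 changed by -0.67 and Ptprc by -0.37 on the log2 scale, lower in every RT library.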

**Fig. 4:**
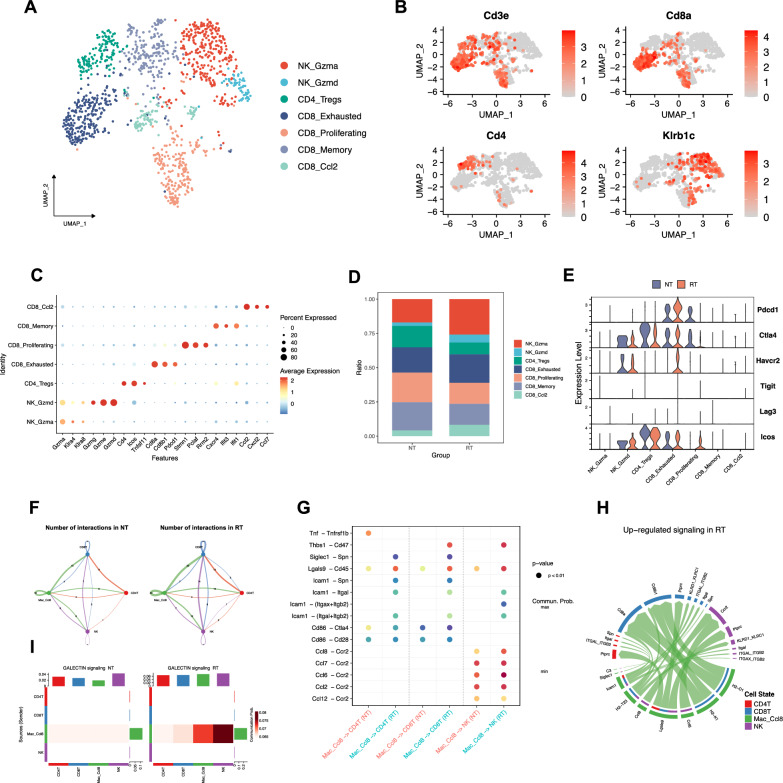
Hypofractionated radiotherapy promoted the crosstalk between the Mac_Ccl8 and lymphocytes. **A** UMAP plot showing the annotation of lymphocyte populations. **B** Feature plot and **C** Dot plot showing marker genes of lymphocyte populations. **D** The proportion of each lymphocyte population in two groups. **E** Violin plots displaying the expression level of immune checkpoint ligand genes in each lymphocyte populations of NT and RT groups. **F** Circle plots showing number of interactions in two groups inferred by CellChat. **G** The comparison of cellular communication probability from Mac_Ccl8 to T and NK cells in between two groups. **H** Chord plot displaying the upregulated signaling pathways in the RT group relative to the NT group. **I** Heatmap of the differential interaction strength of the GALECTIN signaling pathway between two groups

### Hypofractionated radiotherapy reprograms CCL8^high^ macrophages through the CCL signaling pathway

We sought to investigate whether hypofractionated radiotherapy altered Mac_Ccl8 states. Differentially expressed genes (DEGs) analysis showed that radiation upregulated immune suppressive genes C1qb, Mmp9, and Lgals3bp; pro-phagocytosis gene Icam1; and pro-angiogenesis gene Lyve1, whereas radiation downregulated MHC-II genes H2-Eb1, H2-Aa, and H2-Ab1; pro-inflammatory genes Tnf, Ifnb1, and Il1b (Fig. 5A). 

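In Ccl8-high macrophages, whose sums held 1057680 UMIs in NT and 4064511, 6352836 and 1803250 in RT1, RT2 and RT3, all 11 genes moved in 1 direction in every RT library. C1qb (ENSMUSG00000036905, chromosome 4 136880129 to 136886187 on GRCm38) rose from 1903 CPM in NT to 4256, 5490.5 and 4311 CPM, a log2 ratio of 1.29 ± 0.21 (SD, n = 3). Lgals3bp rose by 2.37 ± 0.11, Icam1 by 2.25 ± 0.26 and Lyve1 by 2.26 ± 0.76. Mmp9 rose by 2.40 ± 1.38, from 31 UMIs in NT, with RT3 at 0.88. H2-Aa (ENSMUSG00000036594, chromosome 17 34282744 to 34287823) fell from 8815 CPM in NT to 1146.5, 2136.5 and 2093 CPM, a log2 ratio of -2.35 ± 0.51, with H2-Eb1 at -2.50 ± 0.61 and H2-Ab1 at -2.22 ± 0.53. The median of the 7 MHC class II genes with enough UMIs was -2.20, below all 10000 random lists of like expression, and over all myeloid cells it was -1.61. Tnf changed by -0.80 ± 0.36, Il1b by -2.01 ± 0.61 and Ifnb1 by -2.57 ± 1.74, from 447 UMIs in NT to 402, 119 and 353 in the RT libraries. Without integration the mean of Tnf was 0.12, and it stayed negative under the other alternatives. Most of these changes were not limited to Ccl8-high macrophages. In the other named macrophages and monocytes, Lgals3bp changed by 1.79, Icam1 by 1.475, Lyve1 by 1.34, H2-Eb1 by -2.66, H2-Aa by -2.33, H2-Ab1 by -2.215, Tnf by -0.59, Ifnb1 by -2.69 and Il1b by -1.15, each in 1 direction in every RT library, whereas C1qb (0.14) and Mmp9 (-0.17) had RT libraries on both sides of NT. By a fixed rule of size, a difference of at least 2-fold in 1 direction between NT and every RT library with at least 20 UMIs in the higher library, 281 genes were higher and 110 lower in RT, 391 in all. In the 20 simulated sets with no difference, the rule took between 27 and 54 genes. Without a filter on low counts it took 2005 genes, at resolution 1.2 238 genes, and without RT3 818 genes. With a smallest ratio over libraries as the rank, the first 5 lower genes were Cx3cr1, Apol7c, Klrb1b, Treml4 and 1500002C15Rik, and Cx3cr1 had 107 CPM in NT and 5.91, 5.35 and 1.66 CPM in the RT libraries. The first 5 higher genes were Cd55, Wwc2, Oas3, Gfra4 and Cd209f, which had 0, 1, 2, 1 and 1 UMIs in NT. Against the floor of 3 counts, Cd55 was higher by a log2 ratio of at least 3.19 in every RT library. Cd209f had ratios of 5.51, 4.36 and 6.64 in RT1, RT2 and RT3, with counting intervals of 3.01 to 10.8, 1.85 to 9.67 and 4.14 to 11.95.

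**Figure D4:**
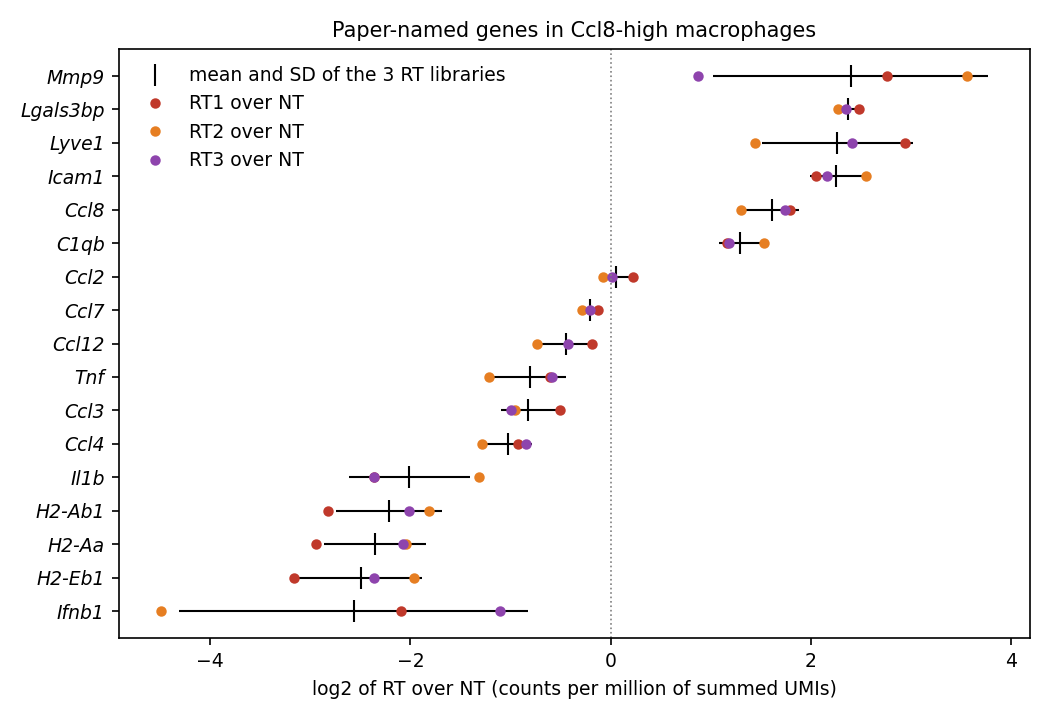
Log2 ratio of RT over NT in Ccl8-high macrophages for 17 genes the paper names, 1 point per RT library with the mean and SD. MHC class II genes lie between -3.17 and -1.82, and Lgals3bp between 2.27 and 2.48.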

For chemokines, hypofractionated radiotherapy triggered expression of Ccl8 and Ccl, but downregulated the levels of Ccl3, Ccl4, and Ccl12 (Fig. 5B). Additionally, the immunostaining demonstrated an upregulation of CD206 and CCL8 in LLC tumors after radiation (Fig. 5C). 

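Ccl8 (ENSMUSG00000009185, chromosome 11 82115185 to 82116799 on GRCm38) had 2588 CPM in Ccl8-high macrophages of NT (2737 UMIs, interval 2492 to 2687) and 8947, 6369 and 8674 CPM in those of RT1, RT2 and RT3, a log2 ratio of 1.61 ± 0.27 (SD, n = 3). In the other named macrophages and monocytes Ccl8 rose as well, by 1.21 ± 0.39. The gene was left out of the genes that built the clusters. With all variable genes in the clustering the ratio was 2.10, without integration 1.21 and at resolution 1.2 1.325. Ccl2, on chromosome 11 from 82035571 to 82037453, changed by 0.05 with RT2 below NT, and Ccl7, from 82045712 to 82047525, by -0.20 ± 0.08, lower in every RT library. Ccl3 changed by -0.82 ± 0.27, Ccl4 by -1.02 ± 0.23 and Ccl12 by -0.45 ± 0.28, each lower in every RT library, and the mean of Ccl12 without integration was 0.04. Of the other ligands, Ccl6 rose by 1.54 ± 0.09 and Ccl9 by 1.29. Over all cells together, where macrophages were a larger share in RT, Ccl8 had 66.7 CPM in NT and 798, 621 and 310 CPM in RT1, RT2 and RT3, and Ccl7 had 863 CPM in NT and 1466.5, 1336 and 1157 CPM in the RT libraries. Ccl12 was higher there in every RT library as well, with 74.3 CPM in NT and 233, 197 and 97.7 CPM in RT1, RT2 and RT3. Ccl3 and Ccl4 lay above NT in RT1 and RT2 and below it in RT3.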

The GO enrichment analysis of DEGs revealed the enhanced chemokine-activity and chemokine receptor binding, but reduction in antigen presentation of Mac_Ccl8 cluster after treating with hypofractionated radiotherapy (Fig. 5D). Gene set enrichment analysis (GSEA) validated downregulation of IFN-γ and TNF signaling in RT Mac_Ccl8, indicating that radiation contribute to its anti-inflammatory function and M2-like polarization (Fig. 5E).

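Lists of genes were read as the median log2 ratio of RT over NT in Ccl8-high macrophages and set against 10000 random lists of genes with like expression. The 36 interferon response genes had a median of -0.20, with -0.49, 0.11 and -0.03 in RT1, RT2 and RT3, so 1 RT library lay above NT although the mean over libraries was at percentile 0.37. The 42 genes of the TNF response had a median of -0.18 (-0.34, -0.10 and -0.06), lower in every RT library and at percentile 5.06. C-C chemokine ligands had a median of -0.17, at percentile 41.9, and their receptors one of -0.10, at percentile 32.2. MHC class I genes rose by 0.32, at percentile 96.1. Cell cycle genes fell, with medians of -0.69 for the S phase, -0.53 for the G2M phase and -0.64 for the cycling list, all at percentile 0. Over all myeloid cells, the interferon response median was 0.03, the TNF response median -0.31, the median of C-C chemokine ligands 0.30, that of their receptors 0.03 and that of MHC class I genes 0.13. From the lower interferon gamma and TNF signaling in its enrichment analysis (Fig. 5E), the paper reasons that radiation contributes to an anti-inflammatory function and an M2-like polarization of these macrophages.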

**Fig. 5:**
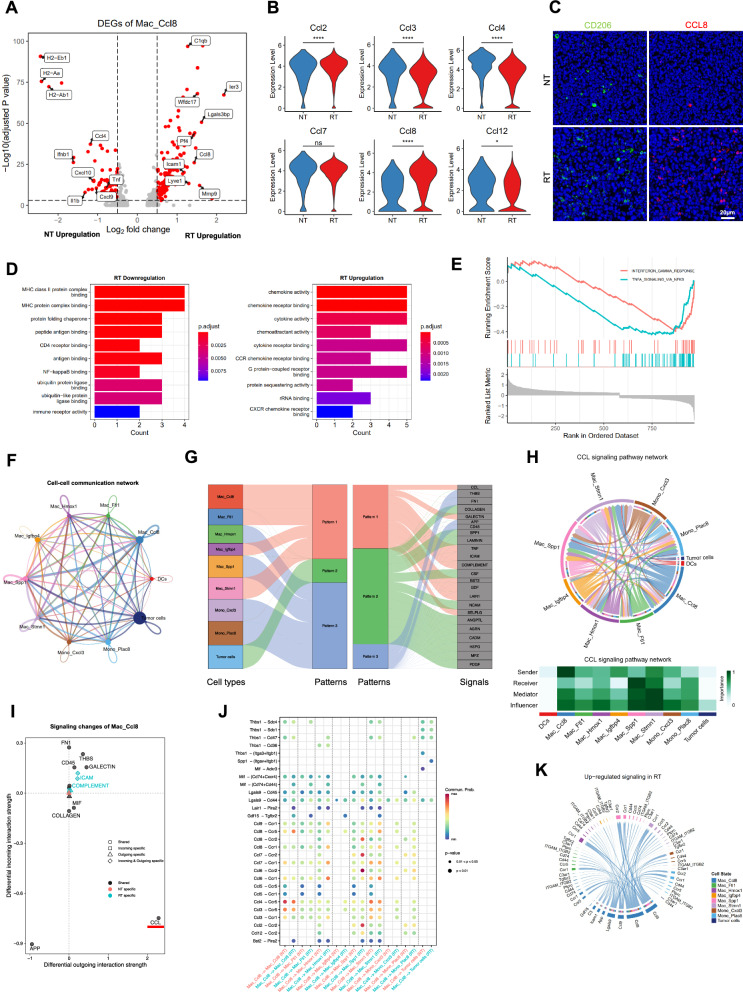
Hypofractionated radiotherapy reprograms CCL8^high^ macrophages through the CCL signaling pathway. **A** Volcano plot showing differentially expressed genes of the Mac_Ccl8 between the NT and RT groups. Adjusted p value < 0.05, two-sided Wilcoxon test. **B** Violin plots comparing the expression of Ccl2, Ccl3, Ccl4, Ccl7, Ccl8, and Ccl12 in the NT and RT groups. Unpaired two-sided Wilcoxon test. **C** Representative examples of multiplex immunofluorescent labeling CD206 and CCL8. Green, CD206; Red, CCL8; Blue, DAPI. **D** Bar plots showing the GO enrichment analysis of upregulation and downregulation genes in the RT group. **E** Differences in IFN-Gamma and TNF pathways activity between two groups inferred by GSEA. **F** Cell–cell communication network between myeloid populations and LLC cells. **G** River plot displaying communication patterns of different cell types. **H** Chord plot (top) and heatmap (bottom) showing communication network of CCL signaling pathway in different cell types. **I** Weighted network analysis of differential interaction strength of signals in the Mac_Ccl8 population between two groups. **J** The comparison of cellular communication probability from Mac_Ccl8 to other myeloid populations between two groups. **K** Chord plot displaying the upregulated signaling pathways in the RT group relative to the NT group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant

Next, cell–cell communication network detected 26 signaling pathways between tumor cells and myeloid cells, and that Mac_Ccl8 was the major source communicating each other in macrophage populations (Fig. 5F). We then recognized 3 patterns of those signaling pathways. As shown in Fig. 5G, Mac_Ccl8 exhibited unique outgoing cellular communication pattern, and the cellular communication pattern 1 featured chemokine signaling pathway (CCL, specifically referring to C–C chemokine in this context). Mac_Ccl8 was identified as the strongest signaling sender whereas Mac_Spp1 was the most significant signaling receiver. 

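The part of the C-C chemokine network read here is the level of ligand mRNA. The communication model itself was not rebuilt. Ccl8-high macrophages had the highest Ccl8 of the myeloid sub-clusters and held 59.2% of all Ccl8 UMIs in NT and 58.6%, 59.9% and 59.4% in RT1, RT2 and RT3, and all macrophages together held 96.7% and 96.4% ± 0.72 (SD, n = 3). Summed over all C-C chemokine ligands, Ccl8-high macrophages had 39909 CPM in NT and 47196, 40745 and 44135 CPM in the RT libraries. The interferon macrophages of myeloid cluster 12 had 44012, 42972, 39087 and 41777 CPM, and the unnamed myeloid cluster 4 had 37531, 45136, 41424 and 39570.4 CPM, so no single population stood apart by this sum. Tumor cells, the tumor (all-cell class) population, also carried ligand mRNA, with 3736 CPM in NT and 4433, 3614 and 4462.5 CPM in RT1, RT2 and RT3, most of it Ccl2 and Ccl7. Tumor cells held 89.99% of all Ccl2 UMIs in NT and 68.2%, 66.1% and 83.1% in the RT libraries, and 69.5% and 35.8%, 33.5% and 62.2% of all Ccl7 UMIs. Their share of Ccl2 was near or below their share of the UMIs of all genes, of which they held 62171115 of 69266354 in NT.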

Tumor cells were barely involved in cellular communication mediated by CCL signaling pathway (Fig. 5H). Furthermore, radiation elevated number and strength of interactions between cells (Additional file 1: Fig. S2G, H). Differential interaction strength analysis demonstrated, as expected, radiation enhanced the communication strength through CCL signaling pathway (Fig. 5I). 

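Receptor mRNA of Ccr1 and Ccr2 moved differently in the senders and in monocytes. In monocytes, the monocyte (all-cell class) population, Ccr2 (ENSMUSG00000049103, chromosome 9 124101950 to 124113557 on GRCm38) had 356 CPM in NT and 573, 458 and 435.5 CPM in RT1, RT2 and RT3, and Ccr1 226.5 CPM and 379.6, 299.6 and 308 CPM, each higher in every RT library. In Ccl8-high macrophages, Ccr2 fell from 66.2 CPM in NT to 9.60, 12.8 and 16.6 CPM, lower in every RT library, and Ccr1 had 216 CPM in NT and 271, 171 and 172 CPM, with RT1 above NT and the others below it. The paper concludes from its communication probabilities (Fig. 5J, K) that radiation strengthened the signal from these macrophages to monocytes and macrophages through CCL8 and its receptors.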

As the major source of CCL signal, radiation augmented communication probability from Mac_Ccl8 to monocyte and macrophage populations including Mac_Ccl8 itself through interaction between CCL8 and CCR receptors (Fig. 5J, K). Moreover, we found that recombinant CCL8 protein at concentrations of 5 ng/ml and 10 ng/ml did not inhibit the viability of LLC cells in vitro. Similarly, adding recombinant CCL8 protein did not affect the colony formation of LLC cells. Thus, Mac_Ccl8 did not promote LLC growth directly (Additional file 1: Fig. S4A, B). Overall, hypofractionated radiotherapy reprogramed CCL8^high^ macrophages toward an immune suppressive state via strengthened CCL signaling-dependent cellular communication between each subset of myeloid cells (see Additional file 2).

### Hypofractionated radiotherapy promotes M2-like Ccl8^high^ macrophages infiltration and leads to poor prognosis

To investigate whether Mac_Ccl8 in hypofractionated radiotherapy treated s.c. LLC murine model shared similarities with a certain subset in human, we mapped the Ccl8^high^ macrophages signature to well-established myeloid cell atlas – the Pan-myeloid datasets [20]. Surprisingly, the result from the Pan-myeloid dataset supported that the Mac_Ccl8 signature from our dataset was correlated to the human Macro_C1QC subset, and similarly, human Macro_C1QC was indeed classified as M2 state and exhibited phagocytosis function (Additional file 1: Fig. S2D). Thus, we conducted survival analysis by applying expression profile and clinical data from the TCGA-LUAD. The result suggested that high expression of Mac_Ccl8 gene signatures was associated with worse survival outcomes in LUAD and HNSC patients (Fig. 6A).

**Fig. 6:**
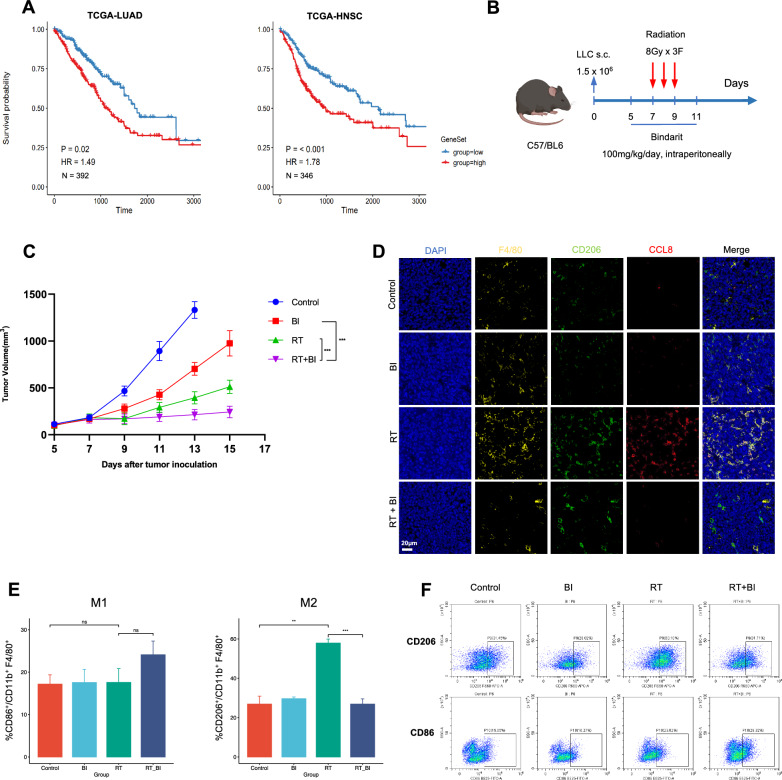
Hypofractionated radiotherapy promotes M2-like Ccl8^high^ macrophages infiltration and leads to poor prognosis. **A** Kaplan–Meier plots showing worse clinical prognosis in the LUAD and HNSC patients with the higher expression level of the Mac_Ccl8 signature. HR, hazard ratio. **B** Schematic diagram of the combination treatment with hypofractionated radiotherapy and the Bindarit. The intraperitoneally administration of Bindarit began from day 5 to day 11 post-tumor injection, and radiation treatment was initiated from day 7 to day 9 post-tumor injection. **C** Growth curves of tumors in LLC-bearing mice in the indicated treatment groups (n = 5 mice/group). Data are presented as mean ± SD with two-way ANOVA test. **D** Representative examples in the indicated treatment groups of multiplex immunofluorescent labeling F4/80, CD206 and CCL8. Yellow, F4/80, Green, CD206; Red, CCL8; Blue, DAPI. **E** Percentages of M1 and M2 macrophages in the specific treatment groups analyzed by flow cytometry (n = 3/group). **F** Representative flow cytometry panels showing M2 macrophages (top) and M1 macrophages (bottom). BI, Bindarit; RT, Radiation therapy; RT + BI, the combination therapy of the radiation and the Bindarit

We further assessed the antitumor effects of the CCL signal (CCL8, CCL7, and CCL2) inhibitor Bindarit in combination with hypofractionated radiotherapy in s.c. LLC murine model. We found that hypofractionated radiotherapy combined with Bindarit significantly prolong the period of local tumor control relative to hypofractionated radiotherapy alone (P < 0.001, Fig. 6B, C). By immunostaining, we confirmed a marked influx of CD206^+^ and CCL8^+^ macrophages following hypofractionated radiotherapy alone relative to combination treatment, with most pronounced infiltration of M2-like Ccl8^high^ macrophages seen after hypofractionated radiotherapy alone (Fig. 6D). We then collected s.c. LLC tumors at early-stage after radiation to evaluated myeloid populations by flow cytometry. The combination therapy reduced the M2 macrophage population and increased the M1 macrophage population as compared to hypofractionated radiotherapy alone (Fig. 6E).

## Discussion

In this study, we successfully identified a distinct M2-like population of macrophage with high expression of Ccl8 level at early-stage post-treatment of hypofractionated radiation in the s.c. LLC murine model, which is considered as immunologically cold tumors. Remarkably, hypofractionated radiation not only promoted CCL8^high^ macrophages infiltration but also contributed to M2-like CCL8^high^ macrophages reprogramming, including upregulated immunosuppressive genes (such as C1qb, Mmp9, and Lgals3bp), downregulated antigen-presenting genes (such as H2-Eb1, H2-Aa, and H2-Ab1), and a crosstalk with T cells via immune checkpoint ligands Lgals9 and Cd86, leading to cytotoxic T cell exhaustion and poor prognosis of the patients. Mechanistically, hypofractionated radiation amplified CCL signaling-dependent cellular communication in the tumor immune microenvironment, thus further enhancing pro-tumorigenic functions of the CCL8^high^ macrophage population. Indeed, hypofractionated radiation in combination with Bindarit, a CCL signal inhibitor, reduced M2-like Ccl8^high^ macrophages infiltration and extended the duration of local tumor control in the LLC-bearing mice. Several findings emerged from our analysis that, if further explored, may help to better understand the underlying mechanisms of converting immunologically cold tumors into hot state, and this novel combination treatment strategy potentially develops new vantage points of NSCLC cancer therapy.

TAMs are implicated in promoting tumorigenesis both at primary and metastatic sites. They facilitate tumor cell growth, invasion, angiogenesis and suppress cytotoxic T cells and natural killer (NK) cells, contributing to immune evasion [12–14]. Consequently, TAM infiltration post-radiotherapy is a critical factor in the establishment of an immunosuppressive environment, leading to radiotherapy resistance. Zhang et al. [5] have comprehensively reviewed the mechanisms underlying TAMs recruitment within radiation. Preclinical studies have shown that radiotherapy promotes CCL2, CSF, and HIF-CXCR4 signaling pathways enhancing TAM infiltration. Our findings are consistent with these reports, demonstrating upregulation of the CSF signaling pathway at early-stage following hypofractionated radiotherapy. Notably, our data suggest a significant role for both CCL8 and CCL2 in TAMs recruitment. Leveraging single-cell RNA sequencing, we identified a specific TAM subpopulation, Mac_Ccl8, which is reprogrammed by hypofractionated radiotherapy. Characterized by high Ccl8 expression, Mac_Ccl8 facilitates the recruitment of other macrophages via the CCL signaling pathway. A recent study has highlighted hypofractionated radiotherapy-induced senescence signatures in macrophages, including genes such as Ccl8, Ccl2, Ccl7, Apoe, and Csf1r [45]. The Mac_Ccl8 subpopulation in our study also highly expressed these genes, which relates with worse overall outcomes in NSCLC patients. Collectively, these insights position Mac_Ccl8 as a potential therapeutic target to mitigate the immunosuppressive impact of hypofractionated radiotherapy in tumor microenvironment.

Chemokines are recognized as crucial cytokines in shaping tumor microenvironment through the recruitment of immune cells such as TAMs, MDSCs, and lymphocytes [12, 14, 46]. Under inflammatory condition, chemokines also induce macrophage polarization towards either M1 or M2 phenotypes [47]. Nevertheless, the mechanisms underlying radiation related immune responses mediated by chemokines remain unclear. Contrary to findings in a glioblastoma research where CCL8 secreted by TAMs was shown to promote tumor growth and invasion [31], our in vitro studies did not demonstrate a similar effect of CCL8 on the growth or invasion of LLC cells. Bindarit is a small molecule inhibitor, which targets CCL signals (CCL8, CCL7, and CCL2) by downregulating the NF-κB pathway [48]. Given that hypofractionated radiotherapy enhanced Ccl8^high^ macrophages infiltration and upregulated CCL signals in a s.c. LLC murine model, we explored a combined therapy of hypofractionated radiotherapy and Bindarit to mitigate TAM infiltration. This combination reduced M2 macrophage infiltration, suggesting that hypofractionated radiotherapy elicits a crosstalk between Ccl8^high^ macrophages and other myeloid cells via the CCL signaling pathway, triggering a cascade effect that recruits and polarizes TAMs. The combination therapy disrupts this cascade effect, thereby prolonging local control of hypofractionated radiotherapy.

Single-cell RNA sequencing offers high resolution transcriptional profiles, yet this study acknowledges three primary limitations. First, while cellular communication analysis indicated an upregulation of the Galectin-9 pathway between Ccl8^high^ macrophages and lymphocytes, the minimal lymphocyte infiltration in LLC tumors constrained our ability to confirm the role of Ccl8^high^ macrophages in T cell exhaustion. Second, the subcutaneous murine tumor model may not fully replicate the tumor microenvironment characteristics observed in orthotopic models. Third, in this study, we only delved on the early alterations in the tumor microenvironment following hypofractionated radiotherapy. Therefore, future studies should address these limitations. For further research directions, the following suggestions could be considered: First, the role of Ccl8^high^ macrophages in other tumor cell lines, particularly those with substantial T cell infiltration, should be validated. Second, it would be informative to assess whether hypofractionated radiotherapy regulates macrophage CCL8 expression through transcription factors. Third, investigating the dynamic changes in the tumor immune microenvironment at different time points following treatment contributes to a better understanding of the immunomodulatory effects of hypofractionated radiotherapy.

## Conclusions

In summary, we have identified a distinct M2-like population of TAMs which marked by highly expressed Ccl8 gene. Hypofractionated radiotherapy reprogrammed Ccl8^high^ macrophages through the upregulation of the CCL signaling pathway which further contributed to TAMs recruitment and polarization. The Ccl8^high^ macrophages infiltration increased at early-stage following hypofractionated radiotherapy and related to treatment resistance. The combination therapy of hypofractionated radiotherapy and CCL signals inhibitor mitigated M2 TAMs infiltration and extended local control. These results highlight that targeting TAMs can synergize with hypofractionated radiotherapy to improve treatment outcomes.

### Supplementary Information

**Additional file 1: Figure S1.** Transcriptional characteristics of LLC cells. **A** UMAP plot showing the representative samples in two groups. **B** UMAP plot showing the distribution of tumor cells and immune cells. **C** Heatmap showing the inferCNV analysis results. **D** Violin plots displaying the gene expression level in the CSF and SPP1 signaling pathways across different clusters. **E** Chord plot and **F** heatmap displaying the CSF signaling pathway network. **Figure S2.** Transcriptional characteristics of myeloid cells. **A** Differentially expressed genes of each myeloid populations. Red dots represent upregulated genes, Blue dots represent downregulated genes. **B** Violin plots showing the gene expression level of the M1 and M2 signatures in the NT and the RT groups. **C** Dot plot showing the KEGG analysis results of macrophages and monocytes. **D** Representative of the Mac_Cc8 signature enrichment in the panmyeloid database (http://panmyeloid.cancer-pku.cn/). **D** Dot plot showing cellular communication signaling pathways between Mac_Ccl8 and other cell types. **F** Hierarchy plot showting the CCL signaling pathway network between myeloid cell populations. **G** Bar plot and **H** heatmap showing the differential interaction number and strength between the NT and the RT groups. **Figure S3.** Cell–cell communication analysis between Mac_Ccl8 and lymphocytes. **A** Dot plot showing the KEGG analysis results of different lymphocytes. **B** Dot plot showing the signaling pathways between Mac_Ccl8 and lymphocytes. **C** Chord plots showing the PD-L1, CD86, and GALECTIN signaling pathway networks. **D** Strength of interactions in the NT and RT groups. **E** Heatmap showing differential communication strength of MHC-I signaling between the NT and the RT groups. **Figure S4.** Recombinant CCL8 protein did not promote LLC cells proliferation in vitro. **A** Cell Viability in the CCK-8 assay in the indicated CCL8 protein concentration group. **B** Colony formation assay for LLC cells with the addition of different concentrations of CCL8 protein concentrations. **C** The gating strategy for isolating macrophages. Live cells were gated first. Then M1 macrophages were gated on CD45^+^CD11b^+^F4/80^+^CD86^+^ population. M2 macrophages were gated on CD45^+^CD11b^+^F4/80^+^CD206^+^ population.

**Additional file 2: Table S1.** Signature genes for defining stemness states and macrophage phenotypes.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO (Gene Expression Omnibus) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256051.

## Abbreviations

TAMs: Tumor-associated macrophages
LLC: Lewis lung carcinoma
NSCLC: Non-small cell lung cancer
SBRT: Stereotactic body radiation therapy
DAMPs: Damage-associated molecular patterns
TANs: Tumor-associated neutrophils
MDSCs: Myeloid-derived suppressor cells
S.C.: Subcutaneous
TME: Tumor microenvironment
RT: Radiation treatment
NT: Radiation naive
IFN-γ: Interferon gamma
GO: Gene Ontology
DEGs: Differentially expressed genes
GSEA: Gene set enrichment analysis

# Supplementary material for: Single-cell RNA sequencing reveals recruitment of the M2-like CCL8high macrophages in Lewis lung carcinoma-bearing mice following hypofractionated radiotherapy
**Source:** J Transl Med. 2024 Mar 25;22:306. doi: 10.1186/s12967-024-05118-6

A

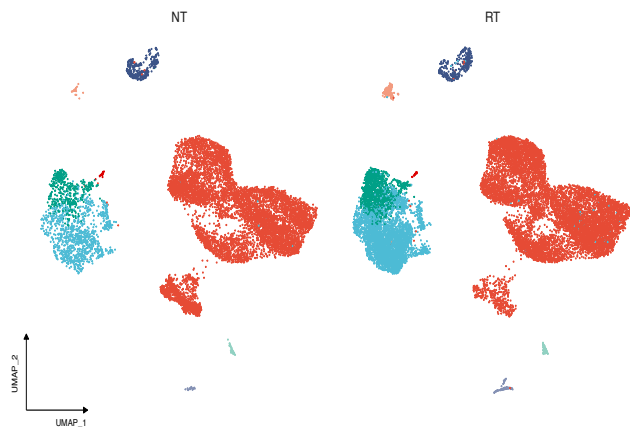

B

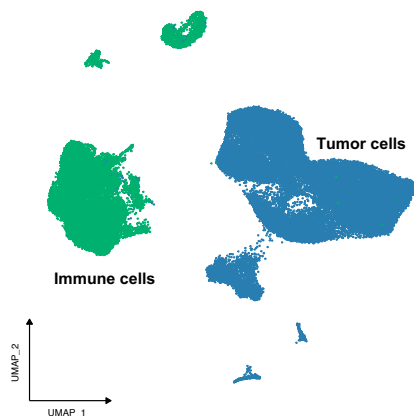

C

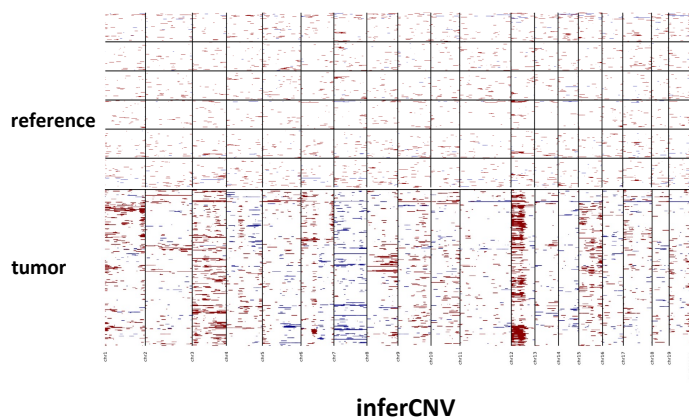

D

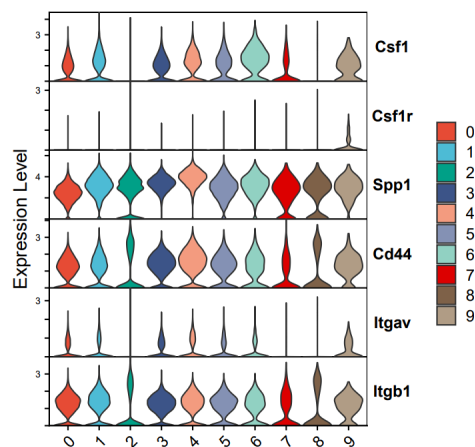

E

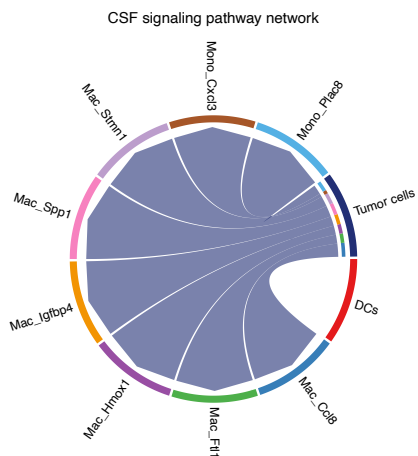

F

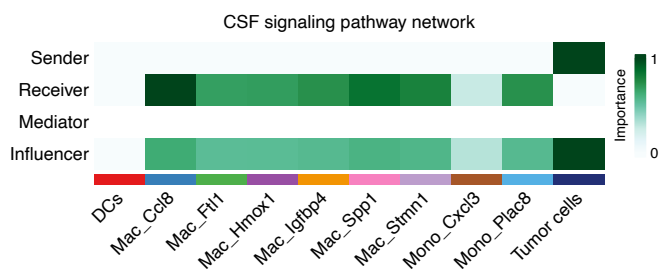

**A**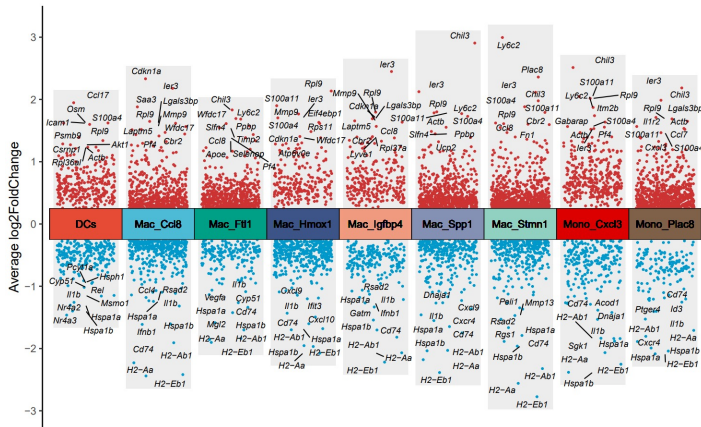**B**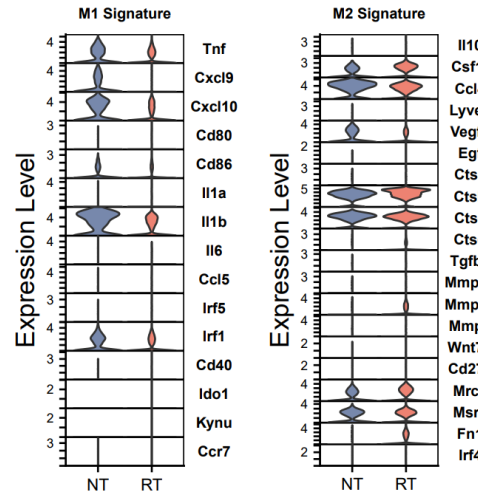**C**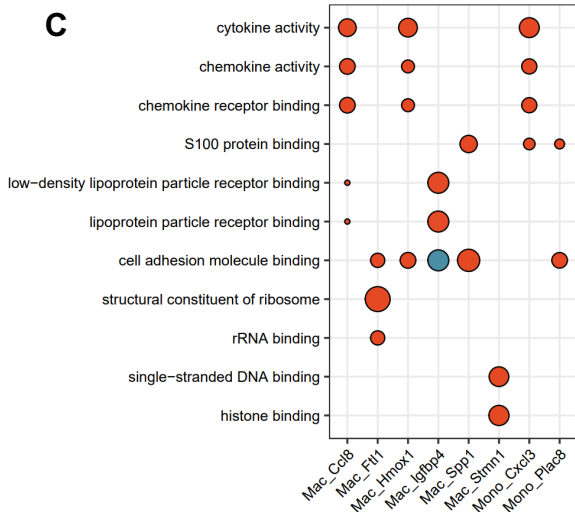**D**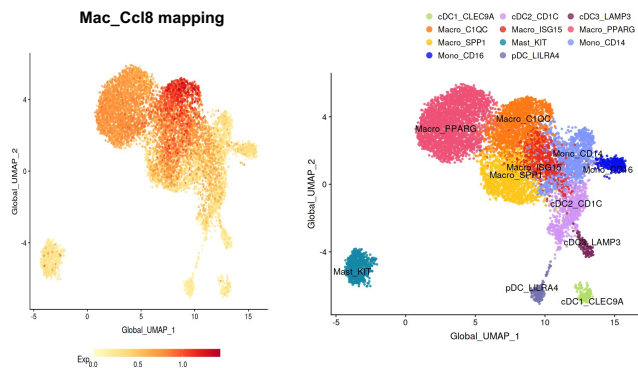**E**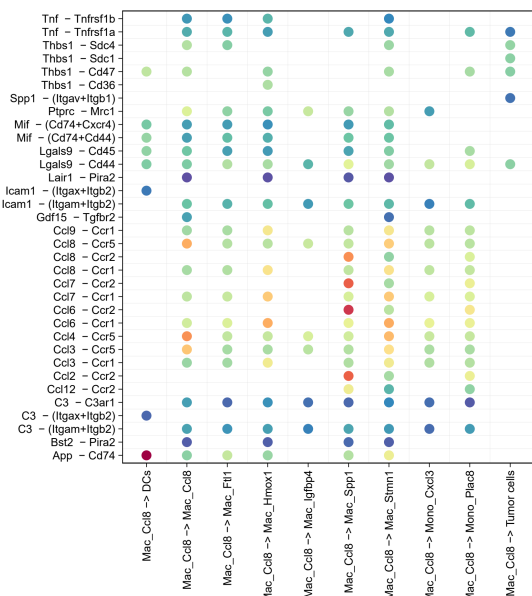**F**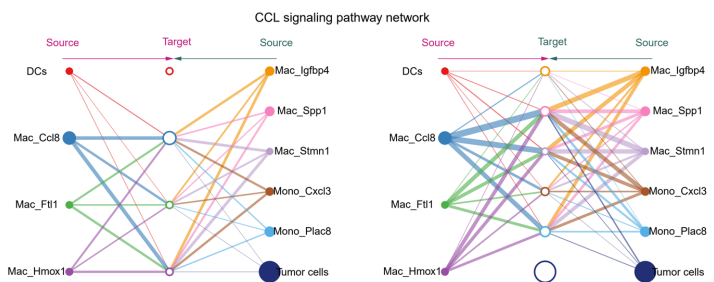**G**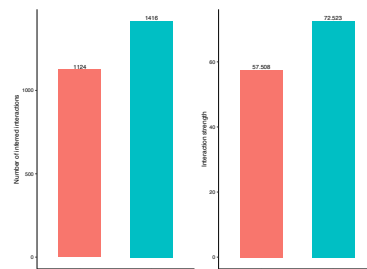**H**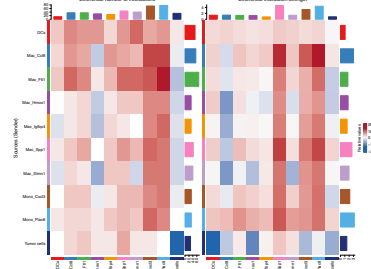

**A**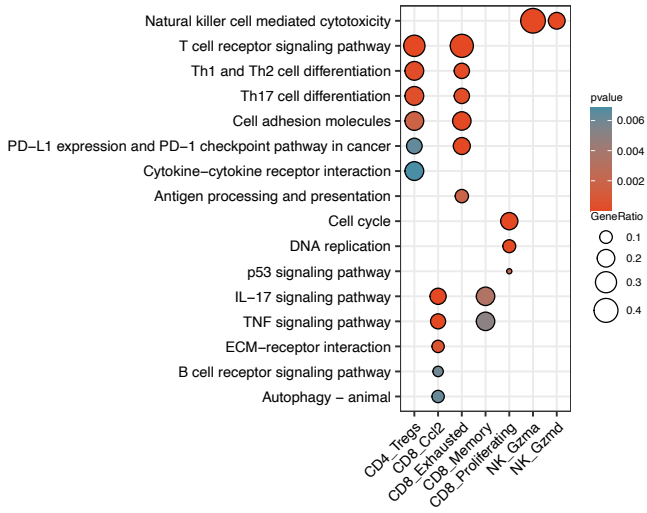**B**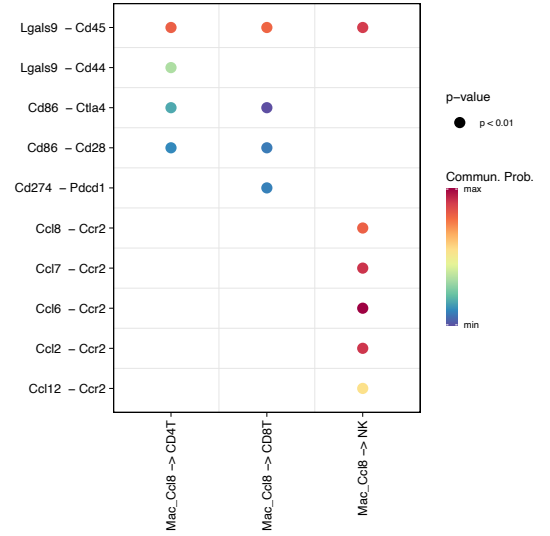**C**

PD-L1 signaling pathway network

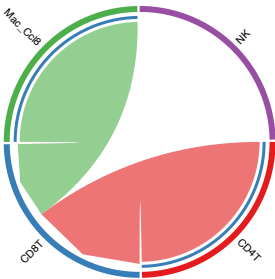

CD86 signaling pathway network

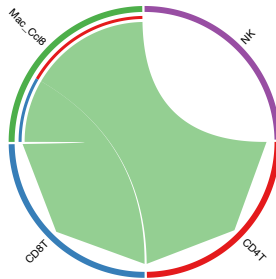

GALECTIN signaling pathway network

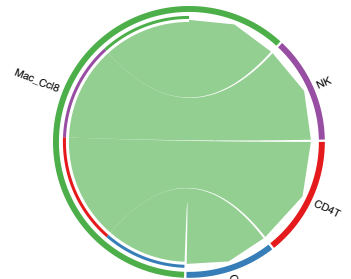**D**

Strength of interactions in NT

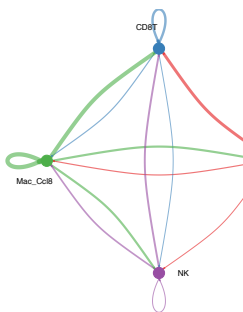

Strength of interactions in RT

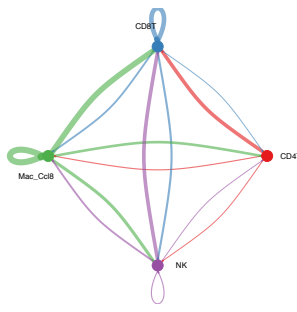**E**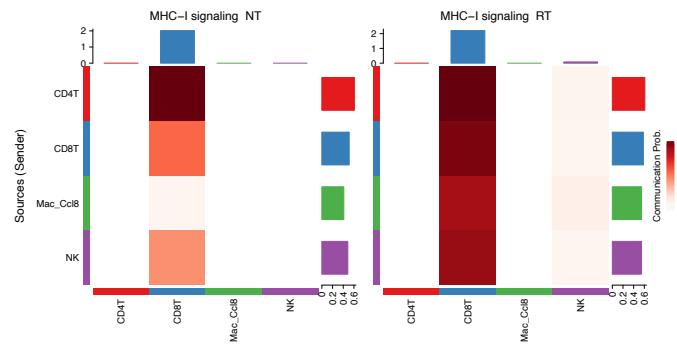

**A**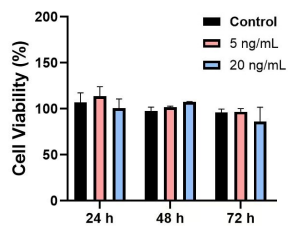**B**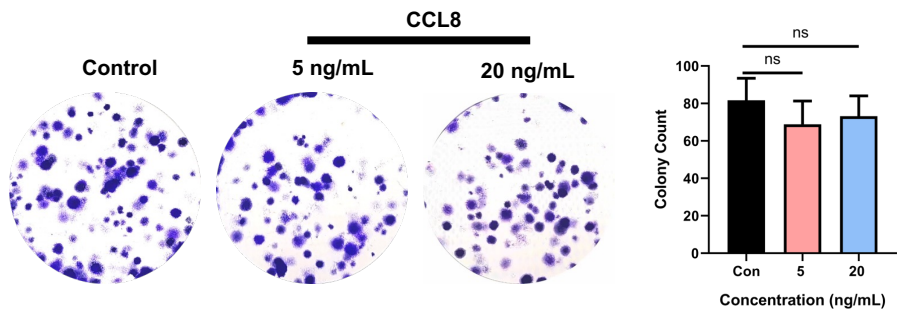**C**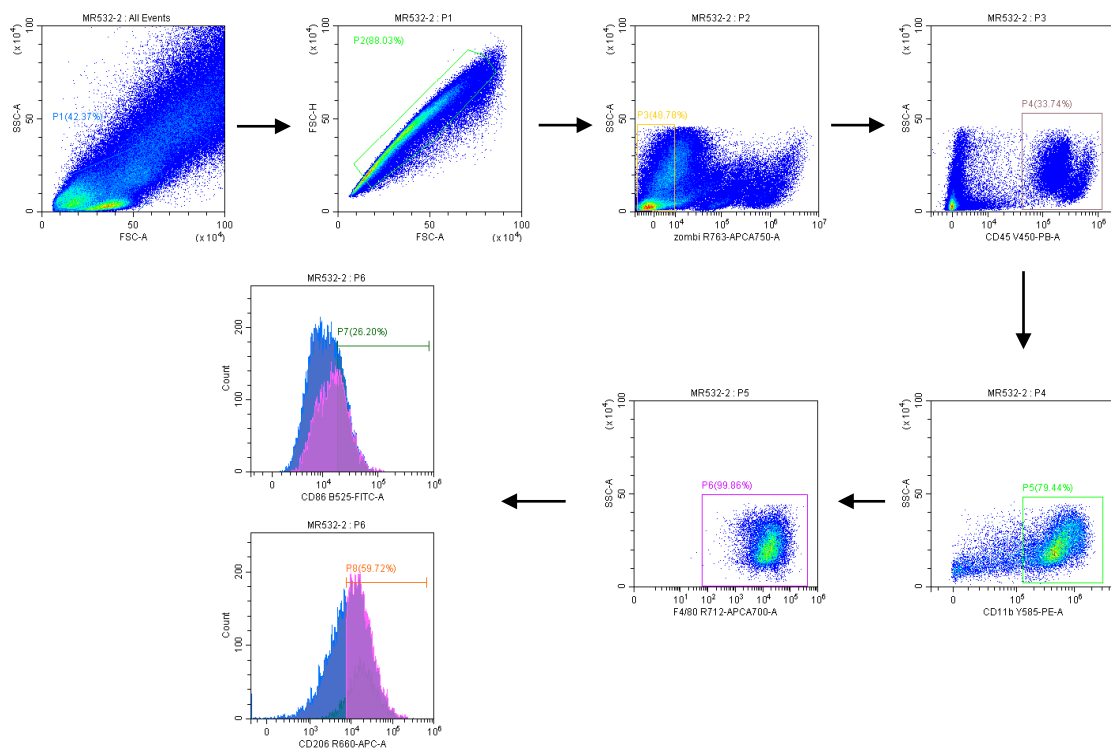

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Transcriptional characteristics of LLC cells. A UMAP plot showing the representative samples in two groups. B UMAP plot showing the distribution of tumor cells and immune cells. C Heatmap showing the inferCNV analysis results. D Violin plots displaying the gene expression level in the CSF and SPP1 signaling pathways across different clusters. E Chord plot and F heatmap displaying the CSF signaling pathway network. Figure S2. Transcriptional characteristics of myeloid cells. A Differentially expressed genes of each myeloid populations. Red dots represent upregulated genes, Blue dots represent downregulated genes. B Violin plots showing the gene expression level of the M1 and M2 signatures in the NT and the RT groups. C Dot plot showing the KEGG analysis results of macrophages and monocytes. D Representative of the Mac_Cc8 signature enrichment in the panmyeloid database (http://panmyeloid.cancer-pku.cn/). D Dot plot showing cellular communication signaling pathways between Mac_Ccl8 and other cell types. F Hierarchy plot showting the CCL signaling pathway network between myeloid cell populations. G Bar plot and H heatmap showing the differential interaction number and strength between the NT and the RT groups. Figure S3. Cell–cell communication analysis between Mac_Ccl8 and lymphocytes. A Dot plot showing the KEGG analysis results of different lymphocytes. B Dot plot showing the signaling pathways between Mac_Ccl8 and lymphocytes. C Chord plots showing the PD-L1, CD86, and GALECTIN signaling pathway networks. D Strength of interactions in the NT and RT groups. E Heatmap showing differential communication strength of MHC-I signaling between the NT and the RT groups. Figure S4. Recombinant CCL8 protein did not promote LLC cells proliferation in vitro. A Cell Viability in the CCK-8 assay in the indicated CCL8 protein concentration group. B Colony formation assay for LLC cells with the addition of different concentrations of CCL8 protein conce

How the deposited data were processed for this re-analysis (not part of the article)

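Single-cell RNA sequencing of subcutaneous LLC tumors was re-analyzed from the deposited count tables of 4 libraries, all from 72 h after radiation. The control group (NT) was 1 library made from 3 tumors pooled, and the radiotherapy group (RT) was 3 libraries (RT1, RT2 and RT3) of 1 tumor each, treated with 3 fractions of 8 Gy. Serum assays, quantitative PCR, staining, in vitro assays and human cohort data were not analysed here.

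The authors prepared the libraries with the SeekOne MM Single Cell 3′ kit, sequenced them on a NovaSeq instrument and processed the reads with SeekOne Tools. They deposited the resulting UMI counts as whole numbers without normalization, 1 table per library, with barcodes already called as cells. From the values, the table of RT2 appears to have passed an added filter before it was deposited, since its genes are given by symbol only, are fewer than in the other tables, and no barcode exceeds 11.95% mitochondrial UMIs. The aligner, the genome build and the thresholds of the cell filter are not stated in the paper. Libraries were joined on gene symbols made unique in the order of the tables. Symbols that stand for more than 1 gene are therefore read as the first of them, and genes that share reads with near-identical copies, such as the chemokine and MHC genes, depend on how SeekOne Tools split such reads.

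Barcodes with at least 200 detected genes and at most 20% mitochondrial UMIs were kept. Counts were normalized to 10000 per cell and log-transformed. The 2000 most variable genes were scaled and reduced to 30 principal components, which were integrated over the 4 libraries. Harmony was not installed, and its algorithm was rewritten (theta 2, lambda 1, sigma 0.1, seed 1). A graph of shared neighbors from 20 nearest neighbors, without links under 1/15, was clustered with the Leiden algorithm at resolution 0.8, and clusters with fewer than 10 cells were joined to the cluster they shared most links with. Tumor cells, myeloid cells (macrophages, monocytes and dendritic cells) and lymphocytes were then clustered again in the same way. SingleR, inferCNV, CytoTRACE, GSVA, DoRothEA, monocle and CellChat were not installed and their results were not recomputed. Marker lists, gene lists, windows of neighboring genes and a shortest path over the neighbor graph were used where the counts allowed it. The p-values of the paper's tests over single cells were not recomputed, because cells of 1 library are not replicates of a tumor.

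When all cells, myeloid cells or lymphocytes were clustered, each cluster took the class whose markers had the highest mean log2 level over the mean of clusters. It stayed unnamed when fewer than 3 markers lay above that mean, when another class had more markers among its top 10 genes, or when its cells were shallow and none of its own markers were among those 10 genes. Tumor sub-clusters were not renamed by this rule. All kept the name tumor, also where another class was nearest, as macrophages were for sub-clusters 0 and 2. Of the clusters named CD8 T, the 1 with the highest level of the exhausted CD8 T markers, Cd8a and Cd8b1 among them, took that name. Marker lists for 8 classes of cells, for NK, CD8 T, exhausted CD8 T and Treg cells and for cycling cells were written before the data were examined. Many of the genes that are compared between NT and RT or between populations were left out of the genes that built the clusters. At the myeloid level these were the genes the paper names there, C-C chemokine ligands and receptors, MHC class II genes, the M1, M2 and phagocytosis signatures and the interferon and TNF response lists. At the lymphocyte level they were the 3 checkpoint genes, the genes of the named ligand and receptor pairs and the C-C chemokine ligands and receptors. At the tumor level they were the stemness, S phase, G2M phase, cycling, interferon response and p53 target lists with the ligand and receptor pairs. When all cells were clustered, the genes of all these lists were left out. Other compared lists stayed in, among them the p53 target, cycling, S phase, G2M phase, MHC class I and angiogenesis lists at the myeloid level, so these comparisons partly reflect the clustering. Which lists were left out at which level, the naming rule for shallow clusters and the neighbor graph were settled after looking at clusterings of these data, and earlier versions of the list choice were recomputed as alternatives.

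The Ccl8-high macrophages are the myeloid cluster with the highest Ccl8, read as the mean of the 4 libraries. UMIs were summed over the cells of a population within each library. Levels are CPM of these sums, and ratios are log2 of RT over NT. Shares have exact Clopper-Pearson intervals and sums have exact Poisson intervals at 95%. Because NT is 1 library, no p-value, standard error or call from a test was computed between NT and RT. Genes were instead taken by a fixed rule of size, a log2 ratio of at least 1 in 1 direction against every RT library with at least 20 UMIs in the higher library. A gene with 0 UMIs was read against a floor of 3 counts. These 3 counts correspond to 2.84 CPM in the Ccl8-high macrophages of NT and 0.738, 0.472 and 1.66 CPM in those of RT1, RT2 and RT3. In exhausted CD8 T cells they correspond to 31.0, 45.8, 10.6 and 42.6 CPM, which limits what can be read for single genes there.

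Lists of genes were summarized by their median log2 ratio and its percentile among 10000 random lists, each gene replaced by a random choice among the 100 genes nearest in mean expression. The stemness, M1, M2, angiogenesis and phagocytosis signatures are those of the paper's Table S1, with human symbols written in mouse case. The interferon response, TNF response, p53 target, MHC class I, MHC class II, S phase, G2M phase, cycling, C-C chemokine and tumor RNA lists were written from memory before the data were examined, since no gene set collection was at hand. A list of immediate early genes was added later. Cluster scores are the mean over the genes of a list with at least 10 CPM of log2 of CPM plus 10, minus the mean over clusters, within each library.

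A test was made only between populations of the same libraries. UMIs of Ccl8-high macrophages and of all other named macrophages and monocytes were compared over 4 libraries with edgeR's quasi-likelihood test, the library as a block, and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. The pairing is given by the design, since both sums come from 1 library. The deviations of the 2 sums from their group means correlated with r = 0.495 in NT and 0.552, 0.633 and 0.3145 in RT1, RT2 and RT3 over 9558 genes, and genes are not independent of each other. The populations were built from the same cells, so the number of genes past the threshold partly reflects the clustering. It also partly reflects macrophages against monocytes, since most of the other cells were monocytes and some tested genes are markers that named clusters.

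Genes are named by a rule set before the data were examined. They are every gene the paper names in its sentences on these data, the genes of a fixed list where the list is reported, and, of the genes that meet the rule of size in Ccl8-high macrophages, the 5 with the largest and the 5 with the lowest ratio, ranked by the smallest ratio over the RT libraries. Results for 2 genes are not reported here. Genes outside the rule, among them leading genes of clusters, members of the p53 target list and genes on the sex chromosomes, were chosen after their values were seen.

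Doublets were scored with simulated doublets in each library (Scrublet, as in scanpy), and the 8% of cells with the highest scores were removed only in 1 alternative. The alternatives set in advance were all deposited barcodes, at least 500 genes with at most 10% mitochondrial UMIs, removal of high doublet scores, no integration, resolutions of 0.4 and 1.2, all variable genes used to build the clusters, all RT cells pooled, TMM factors for the sums, no filter on low counts, DESeq2, a fit without the library block, and leaving out each library. The alternatives added after seeing the data were another random seed, at most 12% mitochondrial UMIs in every library, the genes of every list but the cell type markers left out at every level, only the paper-named, checkpoint, C-C chemokine and MHC class II genes left out, and other ways of joining clusters into populations.

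The methods were tested on simulated data with known answers. The rewritten Harmony lowered the share of neighbors from the same library from 99.98% to 39.4% and kept 100.0% of neighbors in the same cell type. The rule of size found 100.0% of genes changed 4-fold and took 3 of 3000 unchanged genes. Of 100 unchanged lists, 9 fell under the 5th or over the 95th percentile, where 10 are due by chance. The simulated genes varied independently, so this does not show how percentiles behave for lists whose genes vary together. A simulated chromosome at 1.5 times its level had windows at 0.53 on the log2 scale, the order of cells correlated with the true order at 0.9996, and 94.9% of the intervals for shares and 96.15% of those for counts held the true value. The edgeR test recovered 94.8% of the changed genes it could test, from 200 changed among 9466, with 8 false calls among 191. As every RT library is set against the same NT library, 30.75% of genes in simulated libraries with no difference were higher than NT in all 3, against 36.9% in the data. TMM factors of the Ccl8-high sums lay between 0.961 and 1.03.

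Gene coordinates come from the GENCODE vM21 annotation of GRCm38. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, python-igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.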

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

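Of the tests in this part, the comparisons of the p53 target genes with tumor cells, in ratio and in level, were chosen only after the result was seen.

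The p53 target genes, which the paper does not discuss, drew attention as a signal outside the genes it reports. In Ccl8-high macrophages their median log2 ratio of RT over NT was 0.78 over 14 genes (0.66, 0.87 and 0.97 in RT1, RT2 and RT3), at percentile 100.0 of 10000 random lists of like expression, and 11 of them were higher in every RT library. The median was 0.53 over all myeloid cells, 0.71 in lymphocytes, 1.27 in fibroblasts and 1.22 in endothelial cells, each at percentile 100.0, against 0.25 in neutrophils (percentile 75.7) and 0.08 in tumor cells (percentile 96.1), where 4 of 13 genes were higher and 5 lower in every RT library. The fibroblasts and endothelial cells of NT were 17 and 34 cells. Of single genes, named after their values were seen, Cdkn1a had 271 CPM in Ccl8-high macrophages of NT and 1376.5, 2205 and 1404 CPM in those of RT1, RT2 and RT3, and 18.7 CPM in tumor cells of NT and 40.0, 34.0 and 32.0 CPM in those of RT. Ccng1 rose by 1.62 ± 0.14 (SD, n = 3) in Ccl8-high macrophages and by 0.09 ± 0.17 in tumor cells, and Mdm2 by 1.77 ± 0.55 and 0.28 ± 0.19.

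The tables argue against 4 technical explanations of this rise as its whole cause. A shift of whole libraries would move tumor cells of the same libraries as much, yet the log2 ratio in Ccl8-high macrophages exceeded that in tumor cells by a median of 0.84 over genes (0.73, 0.98 and 0.98 in the RT libraries). RNA of tumor cells under other barcodes cannot lift a gene above its tumor level, and 8 of the 11 rising genes lay above their tumor level in every RT library. A list of tumor RNA markers changed by 0.16 in Ccl8-high macrophages with RT libraries on both sides. It rose in every RT library by 0.36 over all myeloid cells (0.24, 0.07 and 0.58 in RT1, RT2 and RT3), by 2.79 in fibroblasts and by 1.46 in endothelial cells. Tumor RNA stays open as part of the change in these populations. Other proportions of cell states would leave single clusters unchanged, and the list was higher in every RT library in 8 of 11 myeloid clusters. Its median was 0.61, 0.78, 0.46 and 1.06 in macrophage clusters 6, 8, 11 and 12. In monocyte clusters 1, 2 and 5 it was only 0.12, 0.05 and 0.12, and in the dendritic cells of cluster 9 it was -0.095. With every library thinned to the same number of UMIs, the median in Ccl8-high macrophages was 0.83. A response to radiation in part of the non-tumor cells may account for the rise, as a hypothesis found and tested on the same data. What stays open is a property of the non-tumor cells in the pooled control, since NT is 1 library and an error in it moves all 3 ratios.

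The TNF response list moved in opposite directions in 2 kinds of cells under the same comparison, and this difference was not tested. In myeloid cells the median log2 ratio was -0.31 (-0.43, -0.10 and -0.34 in RT1, RT2 and RT3, 23 of 43 genes lower in every RT library), and in lymphocytes it was 0.19 (0.26, 0.32 and 0.08, 19 of 41 genes higher in every RT library). The values argue against other proportions of cell states as the whole cause, since the list was lower in every RT library in 7 of 11 myeloid clusters and higher in every RT library in 7 of 11 lymphocyte clusters. The myeloid clusters with tumor markers were left out, whereas lymphocyte cluster 2, with tumor markers, is among the 7. In NK clusters 3 and 9 the list changed by -0.08 and 0.04, with RT libraries on both sides. Handling of the tissue cannot be told apart from an effect of radiation. Immediate early genes, which handling can induce, fell by 0.34 in myeloid cells, lower in every RT library, but changed by 0.055 in lymphocytes and -0.25 in tumor cells with RT libraries on both sides, and all 3 cell types moved in 1 direction in 1 of the 3 RT libraries. A different effect of radiation on the 2 kinds of cells is also among the open explanations and was not tested. Macrophage RNA under lymphocyte barcodes was not tested either. In lymphocytes, Ccl8 rose from 6.2 CPM in NT to 154, 103 and 27.0 CPM in RT1, RT2 and RT3, and Ccl6 from 23.75 CPM to 629.5, 401 and 125 CPM.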

How the results depend on the processing

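The alternatives named here as added were chosen after seeing the data, and the others were set before. Where a result moved, the cause was not tested unless the alternative itself shows it. For the settings without 1 RT library, that library was left out of the summaries and tests and the clusters were kept.

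The differences in share of tumor cells, of lymphocytes and of macrophages kept their direction under all alternatives. The tumor share difference of -17.5 percentage points lay between -21.0 and -16.3 under the alternatives set in advance and from -20.7 to -15.0 across the 3 settings that each left out 1 RT library. The lymphocyte difference of -0.995 lay between -1.02 and -0.889, and from -1.57 to -0.681 without 1 RT library, which is near its SD of 0.9903 between RT libraries. The macrophage difference of 9.89 lay between 8.06 and 10.3, and from 8.45 to 12.6 without 1 RT library. It was 16.45 with macrophages, monocytes and dendritic cells as 1 population, an added alternative that counts more cells by its construction. With shallow unnamed clusters counted as tumor cells, also added, the tumor difference was -18.2.

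The share of Ccl8-high macrophages among myeloid cells depended on the clustering. Against a difference of -0.21 percentage points, it was 5.38 without integration, 4.81 at resolution 0.4 and -3.80 with all variable genes used to build the clusters, and it ranged from -1.29 to 1.80 across the 3 settings that each left out 1 RT library. It was 0.68 with every named myeloid cluster of at least 0.5 times the highest Ccl8 level counted, which was added. The cause was not tested, and no direction of this share is stable. The direction of Ccl8 itself was stable. Its log2 ratio of 1.61 was 1.21 without integration, 1.325 at resolution 1.2 and 2.10 with all variable genes, for causes that were not tested, and it ranged from 1.52 to 1.77 without 1 RT library.

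The number of genes at least 2-fold different between NT and every RT library in these macrophages was 391. Without a filter on low counts it was 2005, since genes with few UMIs then enter, and at resolution 1.2 it was 238, for a cause that was not tested. It ranged from 449 to 818 across the settings that each left out 1 RT library, where fewer libraries have to meet the rule, and was highest without RT3. The depth of the smallest sums limits this count and the single genes read in exhausted CD8 T cells, of which NT had 63.

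The log2 ratio of Csf1 in tumor cells, 0.25, lay between 0.23 and 0.27 under the alternatives set in advance and from 0.23 to 0.29 without 1 RT library. The mean log2 ratio of Pdcd1, Ctla4 and Havcr2 in exhausted CD8 T cells, 0.46, lay between 0.15 and 0.55, and from 0.33 to 0.64 without 1 RT library. It was 0.085 with the genes of every list but the cell type markers left out at every level, an added alternative, and the cause was not tested.

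Of the 14 myeloid genes that the paper names, 12 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment between Ccl8-high and other macrophages and monocytes. The number lay between 9 (no integration) and 13 (resolution 0.4 and 1.2) under the alternatives, was 10 with all variable genes, among them Cd163 in the opposite direction, and ranged from 11 to 12 without 1 RT library. DESeq2 gave 12 as well. Mrc1 reversed to -0.058 without integration and -0.17 with all variable genes, and Cd163 to -0.34 and -0.86 under the same 2 alternatives, the latter past the threshold (adjusted p = 0.0039 from the edgeR test with Benjamini-Hochberg adjustment). Both genes are among those left out of the clustering, and the cause was not tested. Over all genes, 4253 of 9558 passed, against 2321 without integration, 2125 with all variable genes, 2833 without RT1 and 2813 without RT2, the last 2 with fewer libraries in the fit. Without the library as replicate block, which ignores the pairing of the 2 sums of a library, 11 of the 14 genes and 1828 of all genes passed, and the call lost was that of Csf1r (0.39, adjusted p = 0.408 from the edgeR test with Benjamini-Hochberg adjustment, against 0.0068 with the block and 1.36e-04 to 0.803 over all alternatives, higher in 3 of 4 libraries). It changed no other call among the 14 genes.

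Csf1r also lost its call without RT1 (0.36, adjusted p = 0.0521 from the same edgeR test with Benjamini-Hochberg adjustment) and without RT2 (0.34, adjusted p = 0.0587), with fewer libraries in the fit, and without integration (0.05) and with all variable genes (0.10).

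Of single genes between NT and RT, Tnf reversed from -0.80 to 0.12 and Ccl12 from -0.45 to 0.037 without integration, for a cause that was not tested. Over 28 such genes and 420 values under alternatives, 359 stayed within the SD between RT libraries, and 59 in 16 genes moved by more. For 6 other shares of cells, 77 of 84 values stayed and 7 in 4 shares moved. For the 14 genes of the test, 251 of 266 values kept their call or stayed without one, 6 were weaker and 5 stronger.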

Differences from the paper's values

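The tests and values of this part come from the analysis described above, and the alternatives added after seeing the data are named as such. Cell types and clusters were rebuilt from marker lists, so a share or rank refers to the rebuilt populations.

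The paper's value for the share of Ccl8-high macrophages among myeloid cells after radiation is 32.28%, and the value here was 16.9% ± 3.48 (SD, n = 3). In NT the paper's value is 23.48% and the value here 17.1%. Among the alternatives set before the data were examined, resolution 0.4 came nearest to the paper's values, with 28.7% in RT and 23.9% in NT. The others gave lower RT shares, with 16.7% from all deposited barcodes, 17.8% from the stricter cell filter, 17.5% without high doublet scores, 9.38% without integration, 8.73% at resolution 1.2, 8.86% with all variable genes, 17.25% with all RT cells pooled, and 15.8%, 15.9% and 18.9% without RT1, RT2 or RT3. With every named myeloid cluster of at least 0.5 times the highest Ccl8 level counted, a definition chosen after seeing the values, the RT share was 18.6%. The same definition gave 18.4% from all deposited barcodes, 18.15% with another random seed and 17.7% with at most 12% mitochondrial UMIs, also well below the paper's 32.28%. Under the 8 other clustering settings it gave 30.2% (stricter filter), 31.5% (without high doublet scores), 27.85% (no integration), 34.0% (resolution 0.4), 32.7% (resolution 1.2), 39.8% (all variable genes), 27.8% (genes of every list left out) and 28.6% (only paper-named and related genes left out), each nearer to the paper's RT value than 18.6%. NT lay above RT in 4 of these 8, with 33.6% without integration, 39.2% at resolution 0.4, 29.0% with genes of every list left out and 30.2% with only paper-named and related genes left out. The NT values of 39.2% and 35.8% (all variable genes) lay far above the paper's NT value of 23.48%.

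The paper states that Ccl8-high macrophages are the main population of myeloid cells and more frequent after radiation. Here the largest myeloid sub-cluster on average was the Cxcl3 monocytes, with 21.4% ± 3.60 of RT myeloid cells (SD, n = 3), although they did not exceed the Ccl8-high macrophages in RT1 (932 cells each), and the share of Ccl8-high macrophages differed by -0.21 percentage points from NT. At resolution 0.4 and without integration the difference was 4.81 and 5.38, and RT lay above NT in 6 of 12 clustering settings. Relative to all cells, Ccl8-high macrophages rose from 2.37% to 5.23% ± 1.835 (SD, n = 3).

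The paper gives Ccl8-high macrophages the highest M2 score among macrophages. Over the 4 libraries they ranked first in 0 and took ranks 3, 6, 4 and 5 of the 13 myeloid sub-clusters in NT, RT1, RT2 and RT3, while sub-cluster 6 ranked first in each (0.87 ± 0.16, SD, n = 4, against 0.18 ± 0.08). The paper also describes Apoe as expressed mainly in Ccl8-high macrophages. In sub-cluster 6, Apoe was higher in each of the 4 libraries, with 1477 against 1464.5 CPM in NT and 2788.5, 3970.2 and 3913 against 2570.5, 3691 and 3250.2 CPM in RT1, RT2 and RT3. The gap in NT is within counting error. Both comparisons rest on sub-cluster 6, which may reflect a property of barcodes or libraries, as described under other observations.

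The paper reports 3 transcription factors as high in Ccl8-high macrophages and shows their activity (Fig. 3H). Here their mRNA was tested, against all other macrophages and monocytes, so the measures are unlike. Maf passed this test and Spi1 and Fli1 did not (log2 fold changes of 0.07 and 0.23). Among the alternatives set before the data were examined, Spi1 passed with all variable genes (0.27) and Fli1 at resolution 0.4 (0.27) and resolution 1.2 (0.43). Fli1 also passed with the genes of every list but the cell type markers left out (0.26) and with only the paper-named, checkpoint, C-C chemokine and MHC class II genes left out (0.35), both chosen after seeing the values.

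The paper describes tumor cells as the only cells with Csf1. Per UMI, neutrophils and fibroblasts had more Csf1 than tumor cells in each of the 4 libraries, with 391 and 217 CPM in NT (from 11 and 20 UMIs) against 215 in tumor cells. The fibroblast gap was small in NT and RT2 and may be counting error there, and so may the neutrophil gap in NT and RT3. Tumor cells held 95.9% of all Csf1 UMIs in NT and 88.2% to 91.5% in RT. The paper describes tumor cells as little involved in C-C chemokine signals. They carried ligand mRNA, with 89.99% of all Ccl2 UMIs in NT and 68.2%, 66.1% and 83.1% in RT1, RT2 and RT3. They also held 62171115 of the 69266354 UMIs of all genes in NT and 58766114 of 77700882 in RT1. In each library their share of Ccl2 was near or below their share of all UMIs, so it is not a high level per UMI. Summed over C-C ligands, their level per UMI was far below that of Ccl8-high macrophages. The communication probabilities themselves were not recomputed.

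In the tumor sub-cluster with the highest interferon response, the paper reports higher PD-L1 after radiation. Cd274 was lower there in every RT library, with 285 CPM in NT and 131.5, 186 and 233.5 CPM in RT1, RT2 and RT3. The mRNAs of Stat2, Irf9 and Irf1, transcription factors named beside it, were lower in RT on average there (249 against 192, 169 against 122, and 1406.5 against 1178 CPM).

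Of the 3 checkpoint genes that the paper reports as raised in exhausted CD8 T cells, Havcr2 was higher in 3 of 3 RT libraries, Pdcd1 in 2 and Ctla4 in 0. The log2 ratio of Ctla4 was -0.13 ± 0.04 (SD, n = 3), not detectable at this depth, and it stayed negative under all alternatives, from -0.48 to -0.06. Exhausted CD8 T cells, which the paper reports as more frequent after radiation, were so in 1 of 3 RT libraries, with a difference of 0.47 percentage points, -0.18 with another random seed, added after seeing the data, and -3.29 at resolution 0.4. The paper reports the galectin signaling pathway, with Lgals9 and its receptors Cd44, CD45 and Havcr2, as raised. The pathway itself was not recomputed. In the mRNA of exhausted CD8 T cells, Cd44 was higher in 1 of 3 RT libraries and Ptprc (CD45) in 0, and in Ccl8-high macrophages both were lower in every RT library.

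The paper reports lower interferon gamma signaling in Ccl8-high macrophages after radiation. The interferon response list had a median of -0.20, with RT2 at 0.11, so 1 of 3 RT libraries lay above NT. The list read here is not the paper's gene set.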

Other observations

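Of the tests in this part, those on the cycling macrophages, on the depth of the NT sum, on the tumor sub-cluster led by myeloid genes, on depth and Xist of the sub-clusters with few Y-linked UMIs and on the swaps of the 2 sums were chosen only after the result was seen. The others were set before their result was seen, on patterns that had been seen.

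Shares that the paper does not discuss changed as well. Neutrophils made up 0.2005% of NT cells (interval 0.1225 to 0.3095) and 1.23%, 1.67% and 0.817% of the cells of RT1, RT2 and RT3, and fibroblasts 0.170% (interval 0.0993 to 0.273) and 0.612%, 0.827% and 1.24%. Endothelial cells made up 0.341% of NT cells and 0.637% ± 0.375 (SD, n = 3) of RT cells, with RT3 below NT. Among named cells that are not tumor cells, myeloid cells made up 74.8% in NT and 84.2% ± 2.46 (SD, n = 3) in RT. In lymphocytes, the median log2 ratio was 0.06 for interferon response genes and 0.10 for MHC class I genes, with RT libraries on both sides, and -0.55, -0.32 and -0.44 for the cycling, S phase and G2M phase lists.

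The cycling macrophages (myeloid cluster 11) were a smaller share of myeloid cells in every RT library, with 6.00% in NT (interval 4.81 to 7.39) and 1.39%, 1.29% and 0.767% in RT1, RT2 and RT3. Cycling tumor cells joined to macrophages under 1 barcode would bring tumor markers, and the cluster had 1000.8 CPM of these as the mean of 4 libraries, against 6620.3 to 11355.2 CPM in the cycling tumor clusters, 6378.3 and 9345.6 CPM in the mixed myeloid clusters 7 and 10 and 865.6 CPM in Ccl8-high macrophages. A boundary that moved between libraries would leave all myeloid cells unchanged, yet the median cycling gene changed by -0.82 over all of them, and the S phase and G2M phase medians by -0.39 and -0.41. Fewer dividing macrophages after radiation is a candidate explanation, found and tested on the same data.

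More genes met the rule of size in Ccl8-high macrophages with NT as the odd library (391) than with RT1, RT2 or RT3 in its place (31, 71 and 19). With all sums thinned to 1057680 UMIs, the numbers were 285 for NT and 45, 65 and 27 for RT1, RT2 and RT3, which argues against lower depth of the NT sum as the whole cause. A shift of the whole NT library would move the same genes in tumor cells. Of the 249 genes with enough UMIs there, 7.23% shifted by 2-fold the same way, which argues against such a shift as the whole cause, but 77.9% moved in the same direction, against 50.9% of 4481 other genes, so part of the difference was shared with tumor cells. Radiation may act on both kinds of cells, and a property of the NT library shared by its cells stays open for that part.

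A cluster led by ribosomal protein genes took a larger share in NT than in every RT library among tumor cells (tumor cluster 12, 10.8% against 3.475%, 5.84% and 6.88% in RT1, RT2 and RT3) and lymphocytes (7.36% against 2.18%, 3.75% and 4.57%). Among myeloid cells, so did sub-cluster 6 (7.88% against 2.61%, 4.345% and 4.435%), which had 3 such genes among its 10 leading genes but in all differed little in them, with 8.97%, 6.09%, 7.46% and 8.01% of its UMIs in NT, RT1, RT2 and RT3 against 7.23%, 6.27%, 7.32% and 7.59% for all myeloid cells. Tumor cluster 0, also led by ribosomal protein genes and shallow, took 2.355% in NT and 1.05%, 1.62% and 2.55%, with RT3 above NT. The fold of each gene in tumor cluster 12 and in myeloid sub-cluster 6 over the rest of its cell type correlated between the 2 with r = 0.808 over 4350 genes, and 0.770 without ribosomal protein genes. These values are consistent with a property of barcodes or libraries that all cell types share. Transcript length is not behind it (Spearman correlation of -0.014 with the fold in myeloid cells). For GC content, the correlation of 0.197 lay between the values that would tell, so it cannot be told apart. No biological explanation was tested. Sub-cluster 6 is also the macrophage cluster with the highest M2 score.

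Myeloid clusters 7 and 10 carried tumor markers. Of their cells, 87.65% were among the 8% with the highest simulated-doublet scores (91.2% and 85.3%), against 0.887% of the Ccl8-high macrophages (myeloid cluster 8). They carried both Y-linked RNA (31.3 and 22.3 CPM) and Xist (29.15 and 38.65 CPM), as a tumor cell and a myeloid cell under 1 barcode would. Igfbp4, a tumor marker whose name the paper gives to a macrophage cluster, had 1952 and 4839 CPM in these clusters, 4373 CPM in tumor cells and 541 CPM in Ccl8-high macrophages. Whether the paper's cluster holds the same cells was not tested.

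A tumor sub-cluster led by myeloid genes (tumor cluster 2) had 8.19 CPM of Xist as the mean of 4 libraries, against 113 CPM in macrophages and 0.592 CPM in all tumor cells, and 33.4 CPM of Y-linked genes. Myeloid cells counted as tumor cells would have Xist near the level of macrophages, so they are not the bulk of this cluster. Of its cells, 15.9% had high doublet scores, and doublets and free RNA stay open as a source of the myeloid genes. No biological explanation was tested.

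Tumor clusters 8, 9 and 14 had few UMIs of Y-linked genes, between 2.245 and 2.68 CPM against 12.3 to 62.4 CPM in the 12 others, and made up 34.6% of NT tumor cells and 27.9%, 23.6% and 35.6% of those in RT1, RT2 and RT3. Low depth is not behind this, since their cells had 1.78 times the median UMIs of their library, against 1.44 in the others. Host cells would carry Xist, whose highest mean in these clusters was 0.555 CPM. A candidate explanation is that 2 lineages of LLC cells differ in their chromosomes. The difference between tumor clusters 9 and 4 (cycling) was set against that between clusters 8 and 10 (not cycling), and the remaining clusters were not compared. Over 44 windows of neighboring genes the 2 differences correlated with r = 0.9275. Among cycling cells the difference was largest on chromosome 4 (-0.23, and -0.21 in the other pair), chromosome 10 (-0.235 and -0.195), chromosome 6 (0.25 and 0.24) and chromosome 1 (0.26 and 0.10). Genes of 1 window and neighboring windows are not independent.

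For the test of Ccl8-high against other macrophages and monocytes, the 2 sums were swapped within libraries in all 8 ways. The real assignment gave 12 of the 14 named genes and 1 of the 8 ways gave as many, itself. The other 7 gave 0 genes, with 0 to 3 of the 14 at an unadjusted p under 0.05 and 3 only where NT alone kept or alone changed its assignment, but each swaps the sums in at least 1 library of a paired design, and with 8 ways the share cannot fall under 0.05, so this says little.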
